# Mettl14 Attenuates Cardiac Ischemia/Reperfusion Injury by Regulating Wnt1/β-Catenin Signaling Pathway

**DOI:** 10.3389/fcell.2021.762853

**Published:** 2021-12-16

**Authors:** Ping Pang, Zhezhe Qu, Shuting Yu, Xiaochen Pang, Xin Li, Yuelin Gao, Kuiwu Liu, Qian Liu, Xiuzhu Wang, Yu Bian, Yingqi Liu, Yingqiong Jia, Zhiyong Sun, Hanif Khan, Zhongting Mei, Xiaoqian Bi, Changhao Wang, Xinda Yin, Zhimin Du, Weijie Du

**Keywords:** ischemia–reperfusion injury, cardiomyocyte, m6A modification, Mettl14, Wnt/β-catenin

## Abstract

N6-methyladenosine (m6A) methylation in RNA is a dynamic and reversible modification regulated by methyltransferases and demethylases, which has been reported to participate in many pathological processes of various diseases, including cardiac disorders. This study was designed to investigate an m6A writer Mettl14 on cardiac ischemia–reperfusion (I/R) injury and uncover the underlying mechanism. The m6A and Mettl14 protein levels were increased in I/R hearts and neonatal mouse cardiomyocytes upon oxidative stress. Mettl14 knockout (Mettl14^+/−^) mice showed pronounced increases in cardiac infarct size and LDH release and aggravation in cardiac dysfunction post-I/R. Conversely, adenovirus-mediated overexpression of Mettl14 markedly reduced infarct size and apoptosis and improved cardiac function during I/R injury. Silencing of Mettl14 alone significantly caused a decrease in cell viability and an increase in LDH release and further exacerbated these effects in the presence of H_2_O_2_, while overexpression of Mettl14 ameliorated cardiomyocyte injury *in vitro*. Mettl14 resulted in enhanced levels of Wnt1 m6A modification and Wnt1 protein but not its transcript level. Furthermore, Mettl14 overexpression blocked I/R-induced downregulation of Wnt1 and β-catenin proteins, whereas Mettl14^+/−^ hearts exhibited the opposite results. Knockdown of Wnt1 abrogated Mettl14-mediated upregulation of β-catenin and protection against injury upon H_2_O_2_. Our study demonstrates that Mettl14 attenuates cardiac I/R injury by activating Wnt/β-catenin in an m6A-dependent manner, providing a novel therapeutic target for ischemic heart disease.

## Introduction

Acute myocardial infarction (AMI) is one of the leading causes of death worldwide. The most effective strategies to improve the clinical outcome of AMI patients are early and timely reperfusion therapy including thrombolysis, angioplasty, or bypass surgery by percutaneous coronary intervention. However, reperfusion itself can also cause damage to the MI heart, indicative of enhanced myocardial infarct size and cell death—a phenomenon termed ischemia–reperfusion (I/R) injury (Gul-Kahraman et al., 2019). The expansion of the infarct area due to I/R injury will continually contribute to progressive cardiac remodeling, heart failure, and even sudden cardiac death. Despite the beneficial effects in the attenuation of I/R injury obtained by many pharmacological interventions, the clinical trials have still been disappointing (Krzywonos-Zawadzka et al., 2017; Han et al., 2019). A better understanding of I/R pathogenesis is therefore urgently required to develop the novel therapeutic approach.

The posttranscriptional regulation of gene expression is critical for altering protein levels, which plays an important role in cardiac diseases progression. N6-methyladenosine (m6A) is a reversible modification found in certain classes of RNA which is dynamically controlled by methyltransferase-like 3 (Mettl3), Mettl14, WT1-associated protein (WTAP), and demethylases alpha-ketoglutarate dependent dioxygenase (FTO) and alkB homolog 5 (ALKBH5) (Roundtree et al., 2017). The recognition of methylated RNA by m6A reader proteins impacts RNA splicing, stability, and translation (Kasowitz et al., 2018; Wang and Lu, 2021). It is well established that m6A modification is involved in many biological processes in different species (Jiang et al., 2021). Recent studies have demonstrated that m6A plays a critical role in the pathophysiology of various cardiac diseases, including cardiomyocyte contractility, autophagy, fibrosis, and hypertrophy (Kumari et al., 2021). These studies consistently confirmed the elevation in m6A levels due to abnormal changes of methyltransferases and demethylases in different cardiac diseases. For example, Mettl3, as a major methyltransferase, has been well studied in the heart upon different stimuli. M6A manipulation by silencing Mettl3 expression can reduce cardiac hypertrophy, fibrosis, and autophagy in pressure overload and MI-induced cardiac remodeling (Dorn et al., 2019; Li et al., 2021; Song et al., 2019). FTO is downregulated in the failing hearts, and the overexpression of FTO preserves cardiac function by demethylating cardiac contractile transcript, thereby enhancing its stability after MI (Mathiyalagan et al., 2019). However, m6A modifications in cardiac pathologies are still incompletely understood.

The Wnt signaling pathway is a conserved and tightly controlled regulator of many physiological and pathological processes in various organ tissues through canonical and non-canonical pathways (Tewari et al., 2021). In the canonical pathway, Wnt initiates signaling cascades *via* posttranslational modification of β-catenin after binding to Frizzled family of transmembrane receptors and co-receptors (Logan and Nusse, 2004). This binding will dissociate GSK3β from molecular complexes, thereby preventing phosphorylation and subsequent of β-catenin, and cause nuclear translocation of β-catenin where it induces activation of the transcription complex T-cell factor/lymphoid enhancer factor (Doble et al., 2007). The canonical Wnt/β-catenin has been shown to play critical roles in the regulation of cardiogenesis (Moretti et al., 2006; Lin et al., 2007; Qyang et al., 2007; Kwon et al., 2009; Buikema et al., 2013), cardiac regeneration, and pathological cardiac remodeling and injury (Bergmann, 2010; Gessert and Kühl, 2010; Oerlemans et al., 2010; Duan et al., 2012; Fu et al., 2019). Wnt/β-catenin has been reported to be activated to promote cardiac fibroblast to proliferate and repair the hearts in response to acute ischemic cardiac injury (Duan et al., 2012). In addition, the activation of Wnt/β-catenin by overexpressing Wnt1 and pharmacological strategy exhibits striking protection against cell death during hepatic and kidney I/R injury in mice (Chen et al., 2015; Z. Han et al., 2020; Lehwald et al., 2011). Also, one study has revealed that the induction of Wnt/β-catenin signaling activation by the inhibition of miR-148b ameliorates cardiac I/R injury by reducing cardiomyocyte apoptosis (Yang et al., 2019). Thus, a novel mechanism regulating Wnt/β-catenin signaling is worthy of being determined.

In this study, we identified Mettl14 protein along with m6A levels was significantly increased in I/R hearts and oxidative stress–induced cardiomyocyte injury. By performing both gain- and loss-of-function approaches *in vivo* and *in vitro*, we found that Mettl14 exhibited a cardioprotective effect during I/R injury. Our findings revealed a novel mechanism by which Mettl14 attenuates cardiomyocyte injury by enhancing m6A modification of Wnt1 transcript, thereby promoting its translation, leading to activation of Wnt/β-catenin signaling.

## Materials and Methods

### Animals

Approximately 10-week-old male C57BL/6 mice weighing 18 to 22 g were provided by Changsheng Bio-Technology, Liaoning, China. Mettl14 heterozygous (+/−) mice (C57BL/6 background, 8–10 weeks) were purchased from Cyagen, Guangzhou, China. Mice were housed in a facility with a room temperature of 23 ± 2°C and a humidity of 55 ± 5%. The air exchange rate is 10–15 times/h with fresh air, and 12 h of alternating light is maintained every day. All animal procedures conformed to the Guide for the Care and Use of Laboratory Animals published by the U.S. National Institutes of Health and were approved by the Animal Ethical Committee of Harbin Medical University.

### Mouse Model of Cardiac I/R

C57BL/6 mouse hearts were subjected to ischemia/reperfusion (I/R) *in vivo* as described previously (Bock-Marquette et al., 2004; Song et al., 2015; Brocard et al., 2017). I/R injury in mice was induced by 45-min ischemia, followed by 7-day and 4-week reperfusion in a loss-of-function study (Figure 1) and gain-of-function study (Figure 2), respectively. In brief, mice were anesthetized with 2% avertin (0.1 ml/10g body weight; Sigma-Aldrich Corporation, United States) through intraperitoneal injection. To generate I/R injury, the left anterior descending coronary artery (LAD) was ligated with 7–0 nylon for 45 min and then was removed. For the sham group, a suture was passed under the LAD but without ligation. According to the experimental requirements, at different time points of cardiac I/R, the mice were anesthetized for assessing heart function by echocardiographic measurement. All the mice survived during the process of I/R injury after the operation. Mouse hearts were isolated rapidly, and tissue samples from the ischemic area were harvested and stored at −80°C for further assays.

**FIGURE 1:**
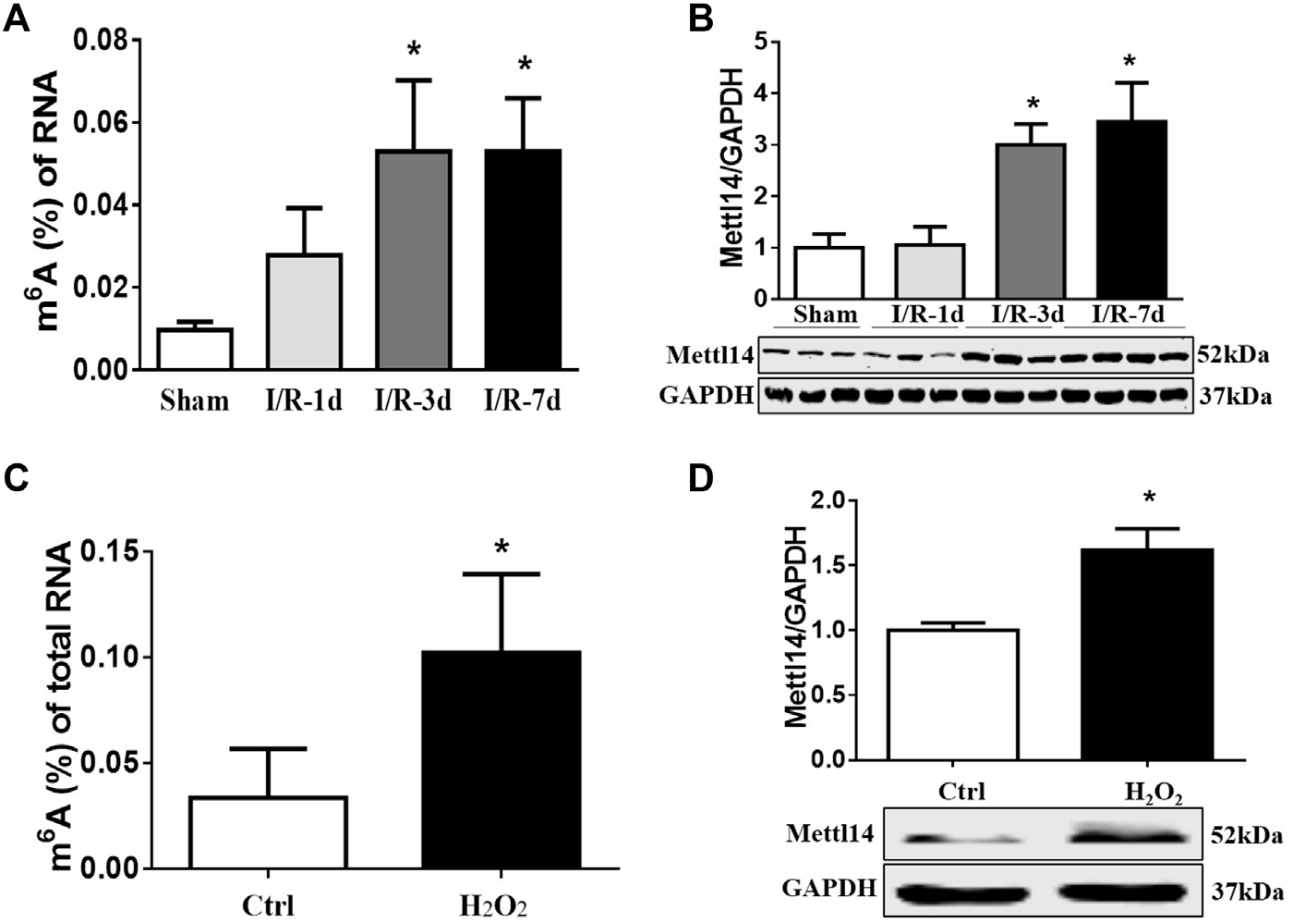
m6A modification and Mettl14 protein are elevated in heart post-I/R. **(A)** Enzyme-linked immunosorbent assay (ELISA) detects the level of m6A modification of RNA at 1, 3, and 7 days after I/R surgery in mice. Sham *n* = 5, I/R-1d *n* = 3, I/R-3d *n* = 4, I/R-7d *n* = 5. *p < 0.05 versus sham. **(B)** The protein level of Mettl14 in ischemia–reperfusion (I/R) 1, 3, and 7 days and sham-operated hearts was analyzed by Western blotting. Sham *n* = 4, I/R-1d *n* = 4, I/R-3d *n* = 4, I/R-7d *n* = 5. *p < 0.05 versus sham. **(C)** Detection of the RNA m6A modification level in cardiomyocytes treated with H_2_O_2_ (100 µM) by ELISA. Control *n* = 6, H_2_O_2_ *n* = 3. *p < 0.05 versus control. **(D)** The Mettl14 protein level in 100 µM H_2_O_2_-treated cardiomyocytes was analyzed by Western blotting. Ctrl *n* = 5, H_2_O_2_ *n* = 4.*p < 0.05 versus Ctrl. Data are represented as mean ± SEM.

**FIGURE 2:**
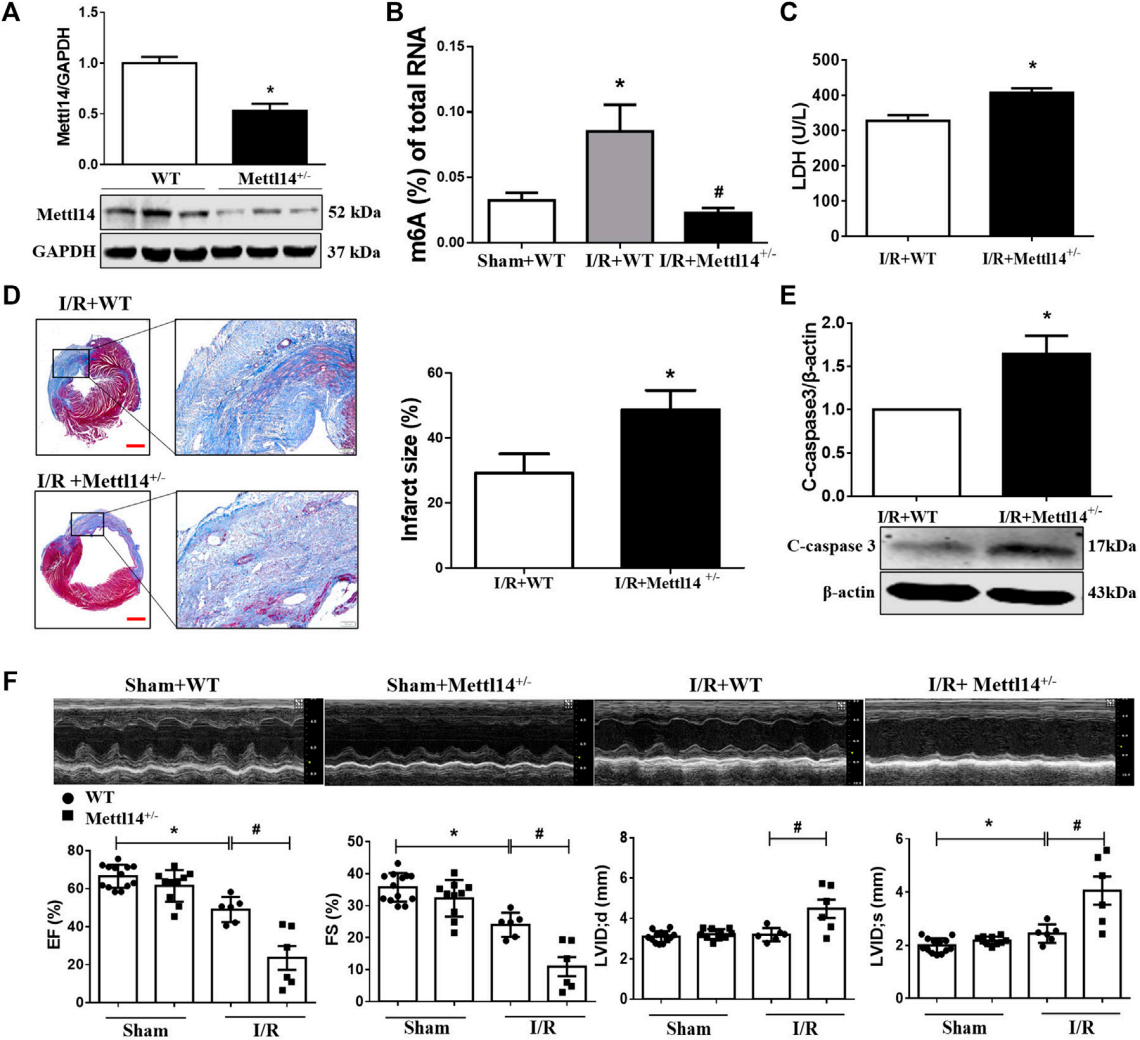
Deficiency of Mettl14 aggravates cardiac injury and dysfunction in I/R mice. **(A)** Verification of Mettl14 knockdown efficiency. The knockdown mice were subjected to sham or I/R operation for 7 days. Mettl14 protein levels in Mettl14^+/−^ mice were analyzed by Western blotting. *n* = 6 mice per group. *p < 0.05 versus WT. **(B)** Enzyme-linked immunosorbent assay (ELISA) detects the level of m6A modification of total RNA. Sham+WT *n* = 5, I/R+WT *n* = 4, I/R+Mettl14^+/−^ *n* = 4. *p < 0.05 versus sham+WT. ^#^ *p* < 0.05 versus I/R+WT. **(C)** Plasma was obtained from mice at 4 weeks of I/R. Plasma LDH activity was analyzed by using a lactate dehydrogenase assay kit. *n* = 3 mice per group. *p < 0.05 versus I/R+WT. **(D)** Infarct scar of I/R-7 day; sham-operated mice was treated by Masson’s trichrome, scale bar = 500 µm **(left),** scar bar = 100 µm **(right).**The midline length measurement was used to determine infarct scar. *n* = 5 mice per group. *p < 0.05 versus I/R+WT. **(E)** The cleaved caspase-3 expression was analyzed by Western blotting. *n* = 4 mice per group. *p < 0.05 versus I/R+WT. **(F)** Representative images of echocardiographs and statistics of ejection fraction (EF), fractional shortening (FS), left ventricular internal dimension at systole (LVIDs), and left ventricular internal dimension at end-diastole (LVIDd). Sham+WT *n* = 13, sham+Mettl14^+/−^ *n* = 10, I/R+WT *n* = 6, I/R+Mettl14^+/−^ *n* = 6. *p < 0.05 versus sham+WT. ^#^ *p* < 0.05 versus I/R+WT. Data are represented as mean ± SEM.

### Generation of Mettl14^+/−^ KO Mice

Mettl14 heterozygous (+/−) mice (C57BL/6 background) were purchased from Cyagen (Guangzhou, Guangdong, China). Mettl14^+/−^ mouse line was generated by the CRISPR/Cas9-mediated genome engineering. In brief, 11 exons were identified, and exons 7–10 were selected as the target site. Cas9 mRNA and gRNA generated by *in vitro* transcription were then injected into the fertilized eggs for Mettl14 knockout production. The targeted region of the Mettle14 gene was gRNA1 (matching the forward strand of the gene): ATT​ATT​ACT​GGG​TGG​TGT​ACA​GG; gRNA2 (matching the reverse strand of the gene): TGC​CTG​TGT​ATA​GTA​ACG​TCA​GG. The schematic targeting strategy for Mettl14^+/−^ is depicted in Supplementary Figure S2A. The founders were genotyped by PCR, followed by DNA sequencing analysis, and the positive founders were bred to the next generation that was further verified by PCR genotyping and DNA sequencing analysis. All mice were only compared to wild-type gender-matched littermates and were about 8–10 weeks old.

### Adenovirus Injection

Mettl14-carrying adenovirus for overexpression (Adv-Mettl14) and empty vector-carrying adenovirus (Adv-Null) were constructed by Cyagen (Guangzhou, China). C57BL/6 male mice were randomly selected and given Adv-Mettl14 (with 1.0 × 10^11^vector genomes per mouse) *via* tail vein injection to overexpress Mettl14 in mice. After 3 days, mice were treated for I/R or sham operation.

### Echocardiographic Analysis

Echocardiography was used to assess left ventricular (LV) function using a Vevo2100 echocardiographic system (VisualSonics, Toronto, ON, Canada) at a probe frequency of 10 MHz. Mice were anesthetized with avertin, allowing for non-invasive examination. The LV internal dimension at end-diastole (LVIDd) and the LV internal dimension at systole (LVIDs) were measured at the maximal and minimal diameters, respectively. Ejection fraction (EF%) and fractional shortening (FS%) were detected by M-mode tracings and based on statistical analysis on an average of three cardiac cycles.

### Infarct Scar Measurement

The mid-papillary slice of the LV was collected by surgery, followed by fixing with 4% paraformaldehyde (Biosharp, Hefei, China) and embedding in paraffin. The embedded LVs were cut into 6-mm slices by a paraffin sectioning machine (Thermo Fisher Scientific, Waltham, MA, United States) and fixed on adhesive slides for later use. A Masson’s Trichrome Staining kit (Solarbio, Beijing, China) was used to determine infarct size, as described previously (Takagawa et al., 2007; Yurista et al., 2019). The entire LV was captured using image analysis (FV300, Olympus, Japan). The infarct size was quantified by midline length measurement (Takagawa et al., 2007) using ImageJ software (National Institutes of Health, Bethesda, MD, United States).

### Neonatal Mouse Ventricular Cardiomyocytes Isolation and Culture

Cardiomyocytes (CMs) from 1- to 3-day-old neonatalmice were isolated using 0.25% trypsin (Solarbio, Beijing, China). The isolated hearts were washed and minced in Dulbecco’s modified Eagle medium (DMEM) (Biological Industries, Kibbutz Beit Haemek, Israel). Then the tissue block was dispersed in 0.25% pancreatin (Solarbio, Beijing, China), the pancreatin lysate was collected, and 10% fetal bovine serum (10% FBS) (Biological Industries, Haemek, Israel) and 1% penicillin/streptomycin (Beyotime, Shanghai, China) were added to DMEM medium to terminate the digestion. After centrifugation at 1500 × *g* for 5 min, the cells were resuspended in DMEM containing FBS and antibiotics and cultured in a 37°C incubator with 5% CO_2_. After 90 min, the cell suspension was seeded in a 6-well plate at a density of 1 × 10^6^ cells per well. 5-Bromo-2-deoxyuridine (10 nM) was added to remove fibroblasts.

### Cell Transfection and Treatment

Mettl14-specific siRNA (si-Mettl14), Wnt1-specific siRNA (siWnt1), and a negative control siRNA (si-NC) were purchased from Ribobio (Guangzhou, Guangdong, China). The sequences of si-Mettl14 were sense 5′-GCAGCACCUCGGUCAUUUAdTdT-3′ and antisense 5′-UAAAUGACCGAGGUGCUGCdTdT-3′. The sequences of si-Wnt1-1 were sense 5′-GCUGUGCGAGAGUGCAAAUdTdT-3′ and antisense 5′-CGA​CAC​GCU​CUC​AUG​UUU​A dTdT-3′. The sequences of si-Wnt1-2 were sense 5′-GCGUUCAUCUUCGCAAUCAdTdT-3′ and antisense 5′-UGAUUGCGAAGAUGAACGCdTdT-3′. The sequences of si-Wnt1-3 were 5′-CCUCGUCUACUUCGAGAAAdTdT-3′ and antisense 5′-GGA​GCA​GAU​GAA​GCU​CUU​U dTdT-3′. siRNAs were transfected with neonatal CMs at a final concentration of 50 nM using X-treme GENEene Transfection Reagent (Roche, Basle, Switzerland) according to the manufacturer’s instructions for 48 h. In addition, neonatal CMs were transfected by adding adenoviruses expressing green fluorescent protein (Adv-Null, viral titer 1.0 × 10^12^ PFU/ml) or GFP-fused Mettl14 (Adv-Mettl14, viral titer 1.0 × 10^12^ PFU/ml) for 48 h. After 24 h, cells were then exposed to H_2_O_2_, with a final concentration of 100 µM for 24 h.

### Hoechst 33342 and Propidium Iodide (PI) Fluorescent Staining

Hoechst 33342 and propidium iodide (PI) fluorescent staining were performed as previously described (Li et al., 2020). The neonatal CMs were seeded in 24-well plates at a density of 1.0 × 10^5^/well. According to the experimental requirements, neonatal CMs were incubated at 4°C for 20 min under dark conditions with Hoechst 33342 and PI (Solarbio, Beijing, China), respectively. The fluorescence signal was detected by a confocal laser scanning microscope (FV300, Olympus, Japan).

### Cell Viability by CCK8 Assay

Neonatal CMs were cultured in 96-well plates at a number of 6 × 10^4^ per well, followed by a CCK8 assay to measure cell viability. After various treatments according to the experimental requirements, the medium of each well was replaced with 100 µl medium containing 10 µl of CCK8 solution, and then the cells were incubated again for 1.5–2 h at 37°C in the dark. Finally, the absorbance was measured at 450 nm in a microplate reader.

### Lactate Dehydrogenase (LDH) Release Assay

Cardiomyocytes were cultured in six-well plates at a density of 1 × 10^6^ cells per well. According to experimental requirements, the culture medium samples were collected. The concentration of lactate dehydrogenase (LDH) was detected following the manufacturer’s instructions of a lactate dehydrogenase assay kit (Nanjing Jiancheng, Jiangsu, China).

### Western Blotting

Western blot analysis was performed as previously described (Li et al., 2020). Total tissue/cell proteins were extracted using a lysis buffer (Roche, Switzerland) containing 1% protease inhibitor and 10% phosphatase inhibitor. Protein concentration was determined by using a bicinchoninic acid (BCA) protein kit (Beyotime Institute of Biotechnology, Shanghai, China) incubation. Different concentrations of sodium dodecyl sulfate–polyacrylamide gel electrophoresis (SDS-PAGE) were prepared for equivalent protein electrophoresis and nitrocellulose membrane transfer. Next, the membrane was incubated overnight with anti-Mettl14 (#ab98166, 1:1000; Abcam, Cambridge, United Kingdom), anti-FTO (#ab92821, 1:1000; Abcam, Cambridge, United Kingdom), anti-Mettl4 (#ab107540, 1:1000; Abcam, Cambridge, United Kingdom), anti-ALKBH5 (#NBP1-82188, 1:1000; Novusbio, CO, United States), anti-WTAP (#sc-374280, 1:500; Santa Cruz, DE, United States), anti-Mettl3 (#ab98166, 1:1000; Abcam, Cambridge, United Kingdom), anti-GAPDH (#TA-08, 1:1000; ZsBio, Beijing, China), anti-β-catenin (#8480, 1:1000; Cell Signaling Technology, MA, United States), anti-caspase-3 (#9662, 1:750; Cell Signaling Technology, MA, United States), anti-Wnt1 (#GTX105955, 1:1000; Gene Tex, TX, United States), and anti-β-tubulin (#AC021, 1:5000; ABclonal, Wuhan, China) in a 4°C refrigerator. After Tris-buffered saline and Tween 20 (TBST) washing, the membranes were incubated with the secondary antibody at room temperature for 60 min. An Odyssey infrared imaging system (LI-COR, Lincoln, NE, United States) was used to quantify the band intensity and measure the gray value.

### Real-Time Quantitative Reverse Transcriptase-PCR (qRT-PCR)

Total RNA was extracted from collected cells or tissues by using TRIzol reagent (Invitrogen, Carlsbad, CA, United States). The concentration of RNA samples was detected by NanoDrop ND-8000 (Thermo Fisher Scientific, Waltham, MA, United States). cDNA was obtained by reverse transcription using a reverse transcription kit (Toyobo, Japan). SYBR Green (Toyobo, Japan) was used in real-time PCR assays to quantify Dvl1, Mettl14, Axin2, Ccnd1, Ccnd2, and Wnt1 mRNA levels on a 7500 FAST Real-Time PCR System (Applied Biosystems, Foster City, CA, United States). Normalized RNA expression was calculated using the comparative cycle threshold (Ct) method (2^−ΔΔCt^). Gene expressions were normalized to GAPDH in each sample. All primers used in this study were Axin2-F 5′-TAC​CTC​CCC​ACC​TTG​AAT​GA-3′ and Axin2-R 5′-TTG​ACT​GGG​TCG​CTT​CTC​TT-3′, Dvl1-F 5′-CGG​AGC​TAC​TTC​ACC​ATC​CC-3′ and Dvl1-R 5′-CAC​TCT​TCA​CAG​TCA​GCG​GT-3′, Ccnd2-F 5′-CGT​GTT​CGT​CAT​CTG​CTA​GC-3′ and Ccnd2-R 5′-CAG​GAC​TTT​GAA​CAG​GCA​CC-3′, Mettl14-F 5′-TCT​GGA​AAA​CTG​CCT​TTG​GAT-3′ and Mettl14-R 5′-AAA​TGC​TGG​ACC​TGG​GAT​GAT-3′, Dvl1-F 5′-CGG​AGC​TAC​TTC​ACC​ATC​CC-3′ and Dvl1-R 5′-CAC​TCT​TCA​CAG​TCA​GCG​GT-3′, Ccnd1-F 5′-AGA​AGT​GCG​AAG​AGG​AGG​TC-3′ and Ccnd1-R 5′-TTC​TCG​GCA​GTC​AAG​GGA​AT-3′ and Wnt1-F 5′-CGA​CTG​ATC​CGA​CAG​AAC​CC-3′ and Wnt1-R 5′-CCA​TTT​GCA​CTC​TCG​CAC​A-3′, GAPDH-F 5′-AAG​AAG​GTG​GTG​AAG​CAG​GC-3′, and GAPDH-R 5′-TCC​ACC​ACC​CTG​TTG​CTG​TA-3′.

### Quantification of m6A Quantification

Total RNA was isolated by using TRIzol agent (15596018; Invitrogen) following the manufacturer’s instructions. The concentration of RNA was measured by a NanoDrop. The m6A levels in total RNA were quantified by an m6A RNA methylation assay kit (Cat#ab185912; Abcam, Cambridge, United Kingdom) according to the manufacture’s protocol.

$$m6A\%=\frac{Sample_{OD}-NC_{OD}}{S\left(PC_{OD}-NC_{OD}\right)}÷\text{P}\times 100\text{\%,}$$

where S represents the amount of input RNA sample (ng), P is the amount of input of positive control (ng), and PC represents the positive control.

### Microarray Analysis

Total RNA samples were extracted from Adv-Mettl14–infected cardiomyocytes and the corresponding non-target control cells. mRNA microarray analysis was performed by Arraystar company (Rockville, MD, United States). In brief, the total RNAs were immunoprecipitated with an anti-N6-methyladenosine (m6A) antibody. The elution from the immunoprecipitation magnetic beads was called “IP.” The recovered supernatant was called “Sup,” and labels “IP” and “Sup” RNA were used for Cy5 and Cy3, respectively. After merging, it was hybridized to Arraystar Human m6A Epitranscriptomic Microarray (8 × 60 K, Arraystar). Finally, an Agilent scanner G2505C was used to scan the array.

### Methylated RNA Immunoprecipitation (MeRIP)-qRT-PCR

The level of m6A modification of genes was measured by using a Magna MeRIP Kit (Millipore, cat. CR203146) according to the manufacturer’s instructions. In brief, the cells were collected and suspended in RIP lysis buffer. The pyrolysis products can be stably stored at −80°C for 3 months. M6A antibody (5 μg) (Synaptic System No. 202003) or IgG antibody was added to a tube containing magnetic beads, followed by rotation at RT for 30 min. The beads were washed with RIP wash buffer twice and resuspended in 900 μl of RIP buffer mixed with 100 μl of cell lysate, followed by centrifugation at 14,000 rpm at 4°C for 10 min. After rotation at 4°C overnight, the beads were washed with a high-salt buffer, followed by extraction of RNAs with RIP wash buffer. Finally, the RNA was extracted and analyzed by qRT-PCR.

### Statistical Analysis

All values are presented as means ± standard error of the mean (SEM). Student’s unpaired two-tailed *t*-test was used for two-group comparisons, while one-way analysis of variance (ANOVA) followed by Tukey’s *post hoc* correction was used for multigroup comparisons. GraphPad Prism 7.0 software (GraphPad Software, San Diego, CA, United States) was used for statistical analyses. A *p*-value <0.05 was considered statistically significant.

## Results

### Upregulation of Mettl14 in Heart Post-I/R

To uncover RNA m6A methylation may participate in cardiac I/R injury, we constructed a mouse model of cardiac ischemia–reperfusion (I/R) over time and determined the expression levels of m6A methylation and related methyltransferases and demethylases in the peri-infarct zone of cardiac tissue. As expected, cardiac function was compromised as reflected by reduced fractional shortening in mice subjected to I/R (Supplementary Figure S1A). We observed a slight increase in the m6A level in total RNA at day 1 and persistent upregulation within 1 week in the infarcted hearts post-I/R as compared with sham-operated animals (Figure 1A). Western blot data revealed that Mettl14 and FTO protein levels exhibited the most striking changes with the opposite trends after I/R. The upregulation of the Mettl14 protein level in the mouse heart upon I/R may explain the elevated m6A levels in impaired hearts (Figure 1B and Supplementary Figures S1B–D). To verify the involvement of cardiomyocytes in causing increases in Mettl14 and m6A levels in I/R mice, we established an *in vitro* model of oxidative stress in cultured neonatal mouse cardiomyocytes (neonatal CMs) *via* treatment with H_2_O_2_. In line with *in vivo* data, Mettl14 protein and m6A levels were markedly increased in neonatal CMs after exposure to H_2_O_2_ (Figures 1C,D). These results suggest Mettl14-dependent m6A catalysis in cardiomyocytes may be implicated in the pathological process of cardiac I/R injury.

### Deficiency of Mettl14 Aggravates Cardiac Injury and Dysfunction in I/R Mice

To determine the functional role of Mettl14 in cardiac I/R, we generated the Mettl14 knockout (Mettl14^+/−^) mice model using the CRISPR/Cas9 system (Supplemental Figure S2A). A significantly reduced level in Mettl14 protein was shown in the heart tissue of Mettl14^+/−^ mice as compared to their wild-type (WT) littermates (Figure 2A). This reduction in cardiac Mettl14 protein expression markedly abolished the elevated m6A level of total RNA in I/R-treated mice (Figure 2B). To exclude the effect of Mettl14 knockdown on other components of the m6A-catalyzing complex, we assessed the protein expression of m6A methyltransferases and demethylases in Mettl14^+/−^ hearts. Of these, only the cardiac WTAP protein level was changed but not for others in Mettl14^+/−^ mice (Supplementary Figure S2B). To evaluate whether endogenous Mettl14 was required to protect against cardiac injury under a pathological context, we subjected Mettl14^+/−^ mice to I/R surgery. The serum level of LDH, an indicator of cardiac damage, released from I/R hearts was further increased in Mettl14^+/−^ mice (Figure 2C). Notably, the deficiency of Mettl14 significantly enlarged myocardial infarct size in I/R-treated hearts compared with WT mice (Figure 2D). Furthermore, Mettl14^+/−^ hearts displayed enhanced expression in cleaved caspase-3 protein compared to WT animals upon I/R (Figure 2E), suggesting Mettl14 deletion accelerates I/R-induced apoptosis. Echocardiography analyses showed that cardiac function at the baseline level was comparable between Mettl14^+/−^ and WT mice (Figure 2F). Notably, we found that the deficiency of Mettl14 dramatically exacerbated cardiac dysfunction as indicated by reduced percent ejection fraction (EF%) and fractional shortening (FS%) in I/R-treated hearts compared with WT animals (Figure 2F). Moreover, robust increases in the left ventricular internal dimension at end-diastole (LVIDd) and end-systole (LVIDs) were displayed in Mettl14^+/−^-I/R hearts relative to the WT-I/R group (Figure 2F). These results suggest Mettl14 was indispensable to be resistant to cardiac injury in response to I/R.

### Mettl14 Attenuates Myocardial Injury Upon I/R

A question we asked was whether the overexpression of Mettl14 could elicit cardioprotective effects upon I/R. To answer this question, we carried out a gain-of-function strategy by constructing an adenovirus vector carrying the Mettl14 gene (Adv-Mettl14) to overexpress it in mice hearts. As shown in Figure 3A, delivery of Adv-Mettl14 remarkably increased cardiac Mettl14 protein expression. The increase in Mettl14 level led to reduced myocardial infarct size in I/R mice compared with the negative control (gene-free empty virus for Mettl14, Adv-Null)–treated hearts post-I/R (Figure 3B). In addition, I/R-induced elevation in LDH levels in mouse plasma was attenuated by the overexpression of Mettl14 (Figure 3C). The cardiac cleaved caspase-3 protein level was significantly increased after I/R, which was reduced by overexpressing Mettl14 (Figure 3D). Echocardiography results showed that the overexpression of Mettl14 in sham-operated hearts failed to affect cardiac function at baseline levels, while it ameliorated cardiac dysfunction caused by I/R, as reflected by increases in LVEF and LVFS. Furthermore, we observed a significant decline in LVIDs in Mettl14-overexpressing I/R mice hearts compared with Adv-Null–treated hearts, suggesting Mettl14 reduced cardiac dilatation (Figure 3E). These data demonstrate that Mettl14 protects against myocardial injury and cardiac dysfunction upon I/R.

**FIGURE 3:**
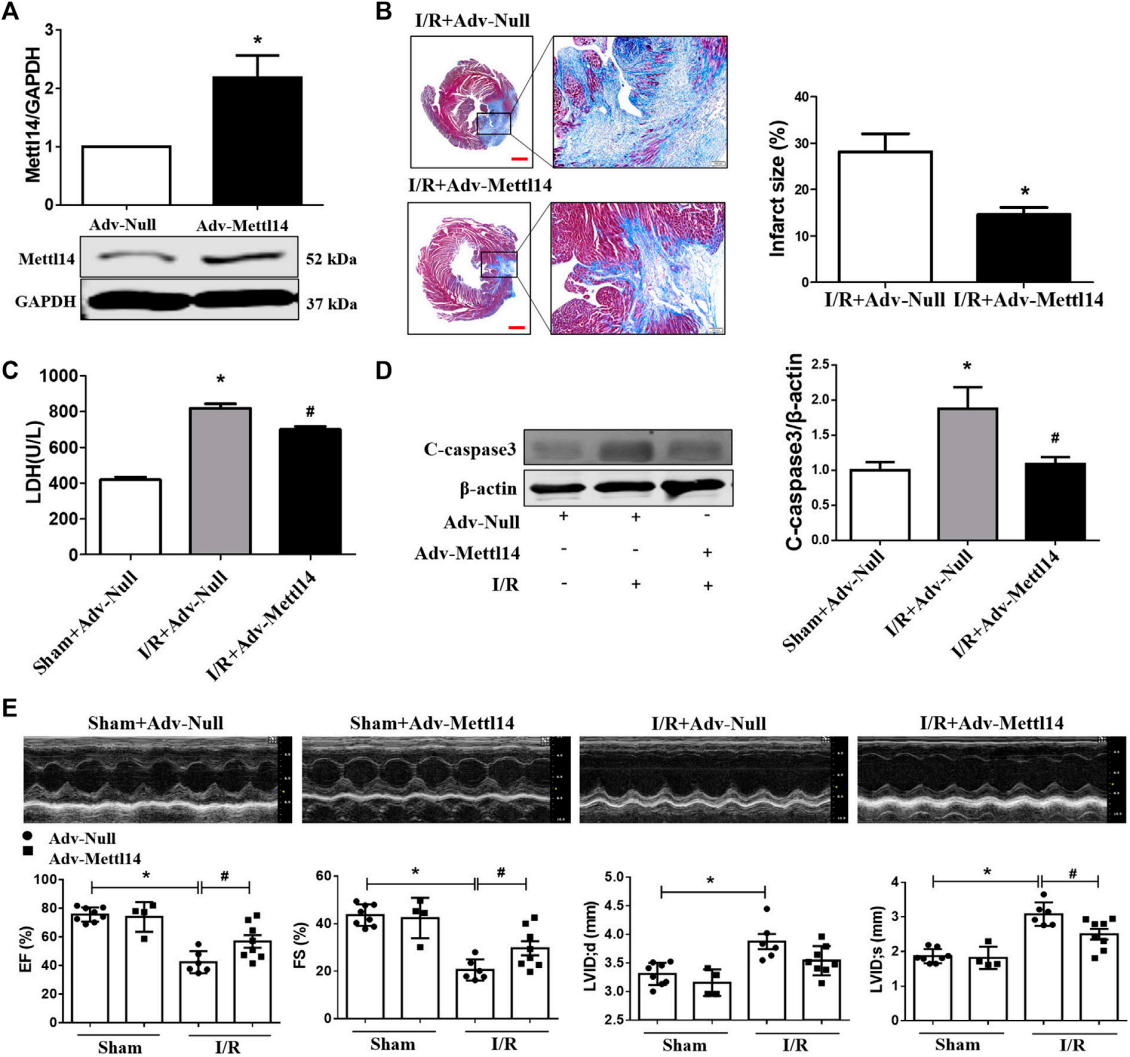
Mettl14 attenuates myocardial injury upon I/R. **(A)** Mouse hearts were infected by adenovirus. The infected mice were treated to I/R or sham operation for 4 weeks. The expression of Mettl14 was analyzed by Western blotting. Adv-Null *n* = 3, Adv-Mettl14 *n* = 4. *p < 0.05 versus Adv-Null. **(B)** Infarct scar of I/R-4 week hearts was treated by Masson’s trichrome, bar = 500 µm **(left),** scar bar = 100 µm **(right).** Midline length measurement (Takagawa et al., 2007) was used to determine infarct scar. *n* = 5 mice per group. *p < 0.05 versus I/R+Adv-Null. **(C)** Plasma LDH activity was analyzed by lactate dehydrogenase assay kit. Sham+Adv-Null *n* = 4, I/R+Adv-Null *n* = 4, I/R+Adv-Mettl14 *n* = 3. *p < 0.05 versus sham+Adv-Null. ^#^ *p* < 0.05 versus I/R+Adv-Null. **(D)** The cleaved caspase-3 expression was analyzed by Western blotting. *n* = 4 mice per group. *p < 0.05 versus Sham+Adv-Null. ^#^ *p* < 0.05 versus I/R+Adv-Null. **(E)** Representative images of echocardiographs and statistics of ejection fraction (EF), fractional shortening (FS), left ventricular internal dimension at systole (LVIDs), and left ventricular internal dimension at end-diastole (LVIDd). Sham+Adv-Null *n* = 8, sham+Adv-Mettl14 *n* = 4, I/R+Adv-Null *n* = 6, I/R+Adv-Mettl14 *n* = 8. *p < 0.05 versus sham+Adv-Null. ^#^ *p* < 0.05 versus I/R+Adv-Null. Data are represented as mean ± SEM.

### Mettl14 Reduces Cardiomyocyte Injury Upon H_2_O_2_ *In Vitro*

The aforementioned results led us to consider if Mettl14 regulates cardiomyocytes injury *in vitro*. To clarify this issue, we used the gain- and loss-of-function approach in neonatal CMs. The knockdown of Mettl14 in RNA and protein levels in neonatal CMs was induced by administration of a small interfering RNA (siRNA) (Figure 4A and Supplementary Figure S3A). Notably, silencing of Mettl14 alone caused a pronounced decrease in cell viability and aggravated this reduction in neonatal CMs after exposure to H_2_O_2_ (Figure 4B). Similar results showed that the inhibition of Mettl14 promoted LDH release in neonatal CMs in the absence or presence of H_2_O_2_ (Figure 4C). Next, we sought to determine whether Mettl14 reduces cardiomyocyte injury induced by H_2_O_2_. We successfully overexpressed Mettl14 by infecting an adenoviral vector carrying the Mettl14 gene (Figure 4D and Supplementary Figure S3B). As anticipated, the overexpression of Mettl14 significantly increased cell viability and reduced LDH levels in the culture medium of neonatal CMs in response to H_2_O_2_ (Figures 4E,F). Moreover, the increased number of PI-positive cells induced by H_2_O_2_ was significantly reduced in Mettl14-overexpressing neonatal CMs (Figure 4G). Collectively, these results show that Mettl14 alleviates cardiomyocyte injury under oxidative stress.

**FIGURE 4:**
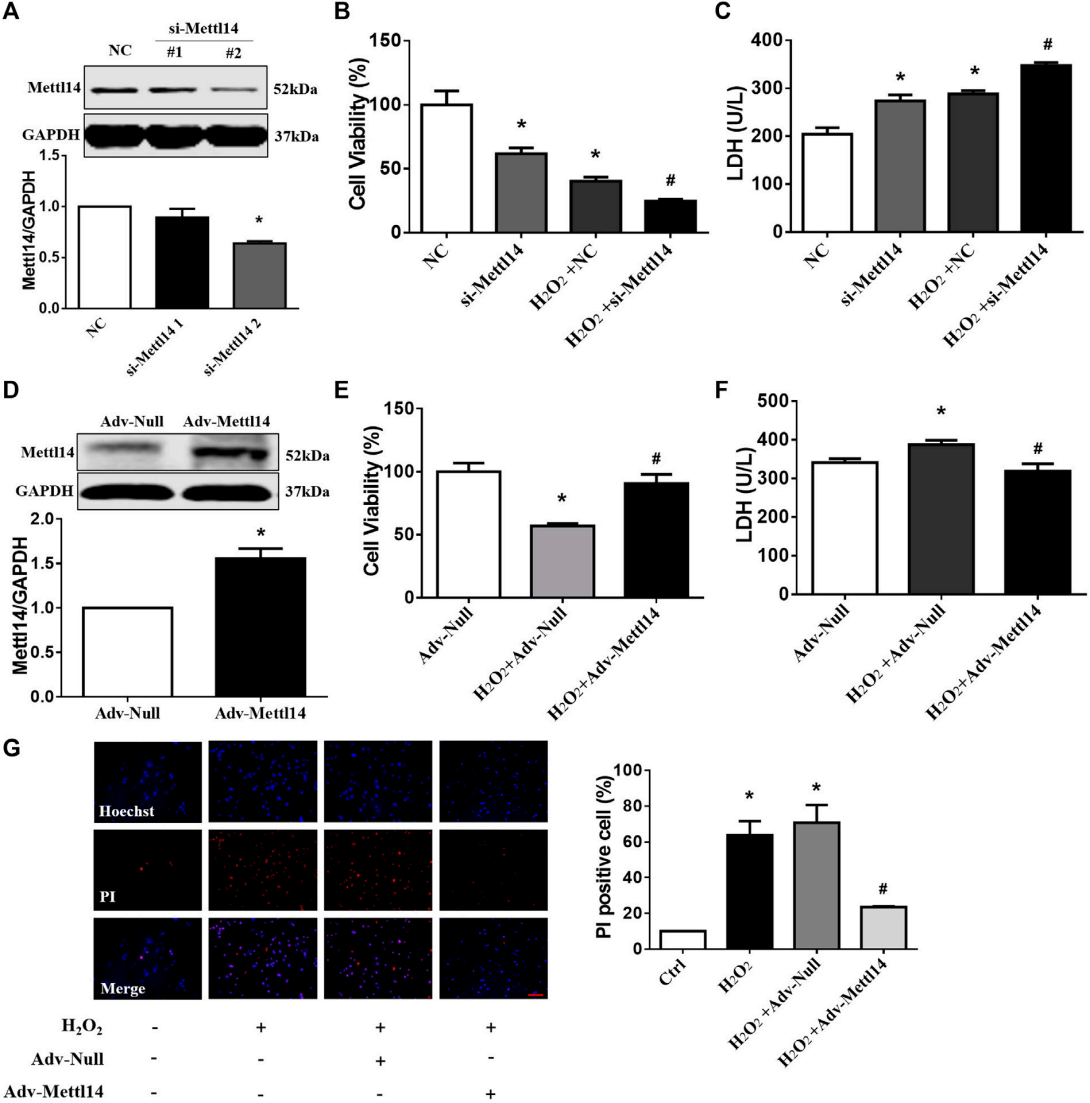
Mettl14 reduces cardiomyocyte injury upon H_2_O_2_ *in vitro*_._ **(A)** Cardiomyocytes were transfected with si-RNA and were treated with 100 µM H_2_O_2_ for 12 h. The Mettl14 protein level in cardiomyocytes was analyzed by Western blotting. *n* = 3 from three independent cultures. *p < 0.05 versus NC. **(B)** Cell viability was detected with CCK8. NC *n* = 5, si-Mettl14 *n* = 5, H_2_O_2_+NC *n* = 6, H_2_O_2_+si-Mettl14 *n* = 6. *p < 0.05 versus NC. ^#^ *p* < 0.05 versus H_2_O_2_+NC. **(C)** Culture medium activity of LDH was analyzed by using a lactate dehydrogenase assay kit. *n* = 3 from three independent cultures. *p < 0.05 versus NC. ^#^ *p* < 0.05 versus H_2_O_2_+NC. **(D**–**F)** Cardiomyocytes were infected with Mettl14 expression vector or empty vector and were treated with 100 µM H_2_O_2_ for 12 h. **(D)** The Mettl14 protein level in cardiomyocytes overexpressed Mettl14. *n* = 4 from three independent cultures. *p < 0.05 versus Adv-Null. **(E)** Cell viability was detected with CCK8. *n* = 6 from three independent cultures. *p < 0.05 versus Adv-Null. ^#^ *p* < 0.05 versus H_2_O_2_+Adv-Null. **(F)** Culture medium activity of LDH was analyzed by using a lactate dehydrogenase assay kit. Adv-Null *n* = 3, H_2_O_2_+Adv-Null *n* = 5, H_2_O_2_+Adv-Mettl14 *n* = 5. *p < 0.05 versus Adv-Null. ^#^ *p* < 0.05 versus H_2_O_2_+Adv-Null. **(G)** PI staining of damaged cardiomyocytes (red); DAPI stains all nucleus (blue), scale bar = 100 µm *n* = 3 from three independent cultures. *p < 0.05 versus Ctrl. ^#^ *p* < 0.05 versus H_2_O_2_+Adv-Null. Data are represented as mean ± SEM.

### Mettl14 Activates the Wnt/β-Catenin Signaling Pathway in an m6A-Dependent Manner

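The MeRIP microarray experiment comprised 2 arrays, 1 for neonatal cardiomyocytes infected with the empty adenovirus (Adv-Null) and 1 for cardiomyocytes infected with the adenovirus that carries Mettl14 (Adv-Mettl14). The cells were taken from pups up to 3 days old, cultured for 48 h and then infected for 48 h. On each array, the RNA bound by the m6A antibody (IP) was read in the Cy5 channel and the RNA left in the supernatant (Sup) in the Cy3 channel, and the dyes were not exchanged. The sample labels call the cells rat in some fields and mouse in others, and the methods name a human array. Of 39076 annotated transcripts on the arrays, 34154 carry mouse Ensembl identifiers and 96.1% have a symbol or synonym in the mouse gene tables used here, so all values are given for mouse genes. Each array held 62976 spots, of which 60641 read transcripts. In Adv-Null, 77.1% of the transcript spots were well above background in the IP channel and 75.8% in the Sup channel. In Adv-Mettl14, the shares were 68.8% in the IP channel and 73.2% in the Sup channel. No spot was saturated. The number of arrays limits the precision: with 1 array per condition there was no replicate check and no p-value can be given, and all differences describe these 2 cultures.

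The authors' files hold the spot signals of the scanner software, Agilent Feature Extraction 11.0.1.1 in the submitters' processing notes, after background subtraction and dye normalization within the array. They also hold log2 values for 47283 probes. These equal the log2 spot signals minus 1 constant per channel, which was 10.41 for the IP and 10.02 for the Sup of Adv-Null and 10.45 for the IP and 10.39 for the Sup of Adv-Mettl14. What the constants were taken from and how the m6A level was defined are not given in the sources used here. From the spot signals, m6A enrichment was computed as log2(IP/Sup), centred on the median of each array, and expression as log2(IP + Sup), scaled to the 75th percentile of each array. A probe was used where at least 1 channel was well above background on both arrays, which held for 45255 of 60633 probes. Gene names came from the authors' deposited table of protein-coding transcripts, whose rows were matched to probes by identical IP values. They named 36718 of these probes in 17226 genes, and a gene took the median over its probes. Over repeat spots of 1 probe, log2(IP/Sup) had a median SD of 0.07 in Adv-Null and 0.06 in Adv-Mettl14. Over different probes of 1 gene, the pooled SD of the change was 0.44 for m6A enrichment and 0.48 for expression.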

To uncover the mechanism by which Mettl14 protected against cardiac I/R injury *in vivo* and *in vitro*, we performed immunoprecipitation of m6A-modified RNA (MeRIP) microarray assay in Mettl14-overexpressed cardiomyocytes to screen the m6A methylated targets of Mettl14. As expected, the overexpression of Mettl14 induced an increase in m6A levels of total RNA in neonatal CMs (Figure 5A). 

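Of 17226 genes, 293 had an m6A enrichment over 2-fold higher in Adv-Mettl14 than in Adv-Null and 244 had one over 2-fold lower. The enrichment was centred on each array, so the balance of these counts cannot show a rise over all RNA. Among genes well above background in both channels of both arrays, the largest differences upward on the log2 scale were those of Dpy19l2 (2.26), Tmed9 (2.22), Sbspon (2.22), Col26a1 (2.18) and Stambp (2.09). Tmed9 encodes a cargo receptor of the early secretory pathway and Stambp a deubiquitinase of endosomes. The largest differences downward were those of Rab20 (-1.94), a small GTPase of vesicle traffic, Tbc1d8b (-1.90), Ankfy1 (-1.82), Smco1 (-1.75) and Miip (-1.72). These are extremes of 7548 genes that qualified, and they were not separated from changes in transcript amount. Dpy19l2, Col26a1 and Ankfy1 rested on 1 probe each. Their expression was also higher in Adv-Mettl14, at 3.73-fold, 6.00-fold and 7.60-fold, and that of the others is not given here.

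Of 24 measured writers, erasers and readers of m6A, 1 was over 0.5 higher on the log2 scale and 6 were over 0.5 lower. The higher one was Mettl14 itself (0.80, with its 4 probes between -1.15 and 1.14), and the lowest were the readers Ythdf3 (-1.47, with its 5 probes between -1.63 and -0.13) and Ythdf2 (-1.28, with its 3 probes between -1.32 and -1.14). The adenovirus carries Mettl14, so the value of this gene compares mostly viral RNA in Adv-Mettl14 with endogenous RNA in Adv-Null. Mettl14 and Ythdf3 each had a probe that was not well above background in every channel. The median of this list was 0.12, at percentile 74.5 of the medians of 10000 random lists matched on level. Among 62 components of the Wnt pathway, 7 were higher and 10 lower by the same measure, with a median of 0.03 (percentile 30.6). Tcf7, a transcription factor of the pathway, was at 1.15, with its 3 probes between 0.32 and 1.41 and not all well above background in every channel, and the receptor gene Fzd3 was at -0.80. On signals without background subtraction, the median of the Wnt components was -0.09 and lay at percentile 0.28. Of 18 Wnt target genes, 2 were higher, among them Sp5 (0.56), 2 were lower, among them Bmp4 (-0.53), and the median was 0.01 (percentile 29.0).

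On the authors' values, the m6A level was taken as IP/(IP + Sup). Over the 39076 probes of protein-coding transcripts, its median was 0.434 in Adv-Null and 0.485 in Adv-Mettl14, and 30045 probes had the higher level in Adv-Mettl14 and 9031 the lower. On the scanner's signals, without the constants, 19434 probes were higher and 19637 lower. These signals are normalized between the dyes within each array, with median levels of 0.501 in Adv-Null and 0.495 in Adv-Mettl14. Their near-even split therefore cannot show whether m6A rose over all transcripts. The gene counts also moved with the signal used, to 52 higher and 126 lower under normexp background correction and to 785 higher and 90 lower on the authors' values as they stand.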

Our microarray results identified 37,185 differentially expressed m6A peaks, including 19,848 upregulated and 17,337 downregulated peaks in Mettl14-transfected cells compared with the NC group. We further screened 611 upregulated peaks of m6A modification by setting cutoff (FC > 1.45, Mettl14 *vs* NC) (Figure 5B). 

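Wnt1, a ligand of the Wnt/β-catenin pathway, was read by 1 probe, which was well above background in all 4 channels. Its m6A level on the authors' values was 0.286 in Adv-Null and 0.470 in Adv-Mettl14, a ratio of 1.64. The IP value of this probe was 1.01-fold that in Adv-Null and its Sup value 0.457-fold. Both folds include a shift of whole channels. Over all probes of protein-coding transcripts, the median IP value was 0.740-fold and the median Sup value 0.584-fold. With each channel of the scanner's signals scaled between the arrays, Wnt1 was at 0.33 in the IP channel and -0.49 in the Sup channel on the log2 scale. On the scanner's signals, the IP intensity was 340 in Adv-Null and 352 in Adv-Mettl14 and the Sup intensity 648 and 381, and the centred m6A enrichment was 0.86 higher on the log2 scale. With normexp this was 0.41 and with loess 0.47, and the other alternatives gave 0.63 to 1.14. The 2 lower values are near the SD of 0.44 between probes of a gene, which was computed on the scanner's processed signals only. The levels from these intensities were 0.344 and 0.480, a ratio of 1.39, which is under the threshold of 1.45 in Fig. 5B.

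The paper measured the genes of Fig. 5C,D, which it describes as involved in cardiac injury, as a check on these arrays. They may have been picked from the arrays, so their direction is not taken as independent evidence. Of the 9 that could be matched to a mouse symbol, 4 had an m6A enrichment over 0.5 higher in Adv-Mettl14 and none over 0.5 lower, and their median of 0.45 lay at percentile 99.8 of matched random lists. Jak2, the kinase of cytokine receptors, was at 0.86 over 2 probes, and 1 of them passed the thresholds of Fig. 5B, which are a level ratio over 1.45 with levels over 0.4 in Adv-Mettl14 and 0.25 in Adv-Null. Tcf7l2, another transcription factor of the Wnt pathway, was at 0.57 with its 19 probes between -0.50 and 1.32, and 6 of its 20 probes in the authors' values passed. For Prdx2, a peroxiredoxin, 1 of 5 probes passed. On the scanner's signals, 2 probes of Tcf7l2 and none of Prdx2 passed, and the same probe of Jak2 did. Vdac1, the mitochondrial porin, had a level ratio of 1.97 from levels of 0.127 and 0.250, under both level thresholds. Of the 2 probes of Taok1, the one well above background in all channels had a ratio of 2.79, with a level of 0.142 in Adv-Null. No probe of Axin2, Igf2bp2, Taok1 or Trp53 passed all 3 thresholds.

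Over the probes of protein-coding transcripts, 3452 had a level ratio over 1.45, and 1818 probes of 1665 genes also passed both level thresholds. For the 1818 probes, the median IP value was 1.09-fold that in Adv-Null and the median Sup value 0.488-fold, and 58.1% of them had the higher IP value in Adv-Mettl14. Over all 39076 probes, the median IP value was 0.740-fold and the median Sup value 0.584-fold, and 20.5% had the higher IP value, so the lower Sup values are not limited to the 1818. On the scanner's signals without the constants, 804 probes had a ratio over 1.45 and 537 passed all thresholds, of which 391 were among the 1818. The paper used this cutoff to screen for upregulated peaks and then measured transcripts involved in cardiac injury, Wnt1 among them, by MeRIP-qPCR.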

To verify the MeRIP microarray results, we employed the MeRIP-qPCR assay to quantify the expression level of 10 different m6A-catalyzed mRNAs, which are involved in the process during cardiac injury. Specifically, our results showed that among these genes, the level of m6A methylated Wnt1 mRNA was significantly increased in Mettl14-overexpressing neonatal CMs, while Mettl14 knockdown reduced its level after H_2_O_2_ treatment (Figures 5C,D). Considering m6A modification in RNA can influence mRNA stability per se and protein translation (Huang et al., 2018), we determined expression levels of Wnt1 in mRNA and protein. Notably, we found that the overexpression of Mettl14 failed to change mRNA expression of Wnt1 but remarkably increased the Wnt1 protein level in neonatal CMs (Figures 5E,F).

**FIGURE 5:**
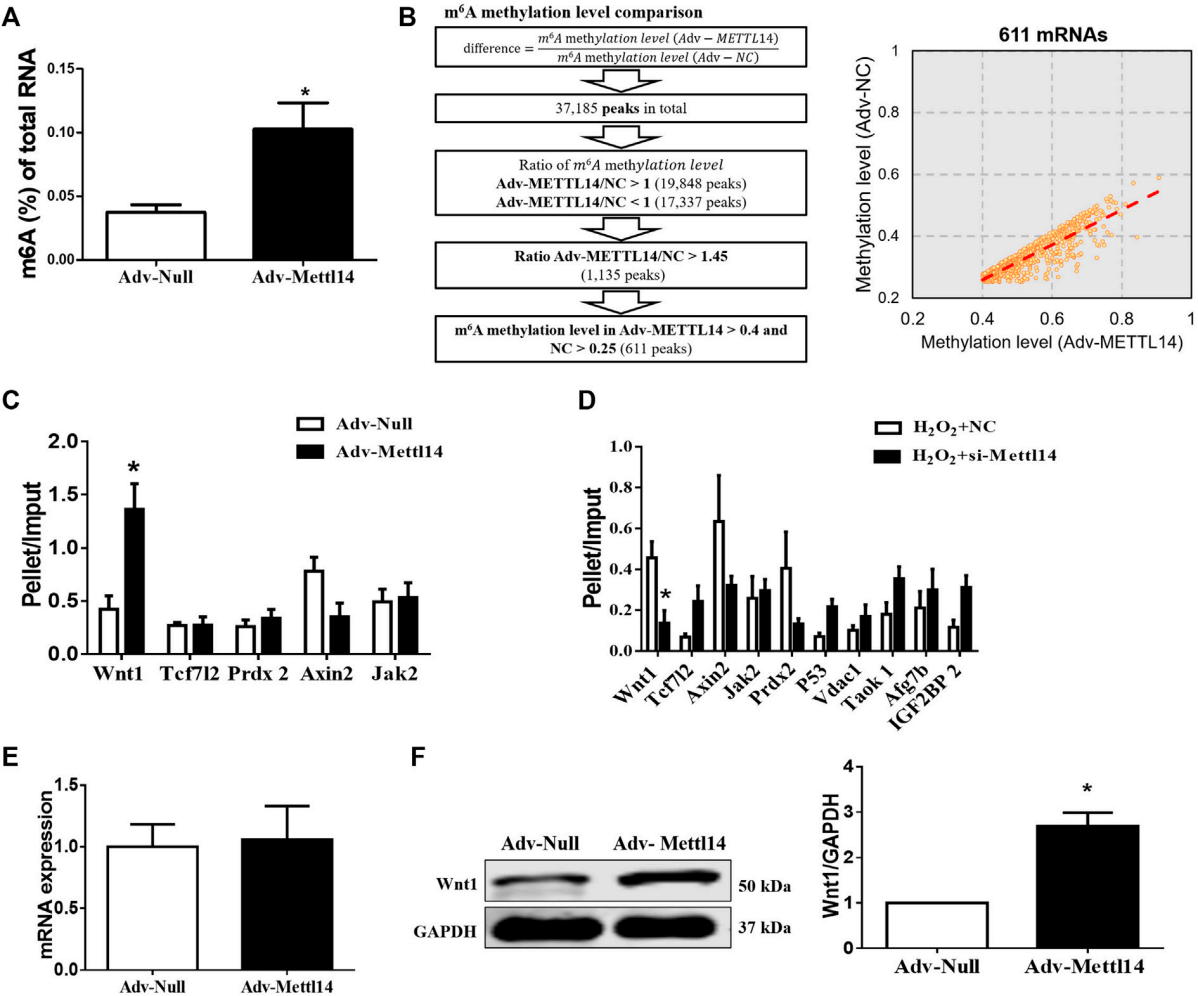
Mettl14 activates the Wnt/β-catenin signaling pathway in an m6A-dependent manner. **(A)** Enzyme-linked immunosorbent assay (ELISA) detects the level of m6A modification of RNA in cardiomyocytes treated with adenovirus. Adv-Null *n* = 4, Adv-Mettl14 *n* = 5. *p < 0.05 versus Adv-Null. **(B)** Schematic for microarray sample collection with two groups: NC, Adv-Mettl14 in cardiomyocytes, indicating 37185 genes’ different expression. *n* = 1. **(C**,**D)** m6A-immunoprecipitation (RIP) microarray examined the m6A level of mRNAs caused by Mettl14 overexpression **(C)** and silence with H_2_O_2_ **(D)**, respectively. *n* = 4 from three independent cultures. *p < 0.05 versus Adv-Null. *n* = 3 from three independent cultures. *p < 0.05 versus H_2_O_2_+NC. **(E)** Cardiomyocytes were infected with Mettl14 expression vector or empty vector. The Wnt1 mRNA level was analyzed by qRT-PCR. Adv-Null *n* = 4, Adv-Mettl14 *n* = 6. *p > 0.05 versus Adv-Null. **(F)** Wnt1 protein level in cardiomyocytes was analyzed by Western blotting. *n* = 3 from three independent cultures. *p < 0.05 versus Adv-Null. Data are represented as mean ± SEM.

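Mettl14, the gene carried by the adenovirus, was 719-fold higher in expression in Adv-Mettl14, with its 4 probes between 9.45 and 9.88 on the log2 scale, and 1 of them was dim in a channel of Adv-Null. Over the alternatives, its change ranged from 8.66 with normexp to 9.73 in the IP channel. Antiviral genes were higher with it: of 24 measured genes of the interferon response, 19 were over 0.5 higher on the log2 scale and none was over 0.5 lower. The chemokine genes Cxcl10 and Ccl5 were 30.9-fold and 28.1-fold higher, and Ifi44, which interferon induces, 16.2-fold higher. The median of the list was 1.71, above all 10000 medians of matched random lists (percentile 100). Of 17 inflammatory genes, 9 were higher and none lower, with Ccl4 5.92-fold and Cxcl2 5.21-fold higher, a median of 0.56 and percentile 100.

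Genes of the heart muscle and of stromal cells were lower. Of 24 genes of contractile proteins, 12 were over 0.5 lower and none was over 0.5 higher, with a median of -0.46 (percentile 0). Actc1, the cardiac actin, was at -1.94 and Csrp3, a protein of the Z-disc, at -1.88. Among 23 genes of calcium handling and ion channels, 8 were lower, such as Casq2 (-1.86) and Pln (-1.13), and 1 was higher, with a median of -0.34 (percentile 1.5), which moved to percentile 6.70 with probes well above background in all channels. Of 20 fibroblast markers, 13 were lower and none higher, with Fbln2 at -1.69, Lum at -1.40 and a median of -0.57 (percentile 0). Of 12 markers of smooth muscle cells and pericytes, 7 were lower, with Myh11 at -1.36 and Tagln at -1.34, and 1 was higher, with a median of -0.60 (percentile 0.03). Of 14 endothelial markers, 2 were higher, Nos3 (0.94) and Plvap (0.72), and none was lower.

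The 62 components of the Wnt pathway had a median of -0.29 in expression (percentile 0.22), with 17 lower and 5 higher. The ligand gene Wnt16 was at -2.64 and the secreted inhibitor gene Sfrp2 at -1.96, whereas the receptor gene Fzd9 was at 1.48. In the Sup channel alone this median lay at percentile 7.62, and on the sum of the authors' IP and Sup values at 3.7. With normexp the median was 0.028, and it still lay at percentile 0.44 of its random lists. Wnt target genes did not stand apart (median -0.15, percentile 35.0), with Ccnd2 at -0.91 and Tnfrsf19 at 0.94. Dkk1, a secreted inhibitor gene on both Wnt lists, entered neither median, because it was dim in both channels of Adv-Mettl14. It was at least 3.35-fold higher in Adv-Null, and was chosen after its value was seen. Over all genes, 612 were over 2-fold higher and 639 over 2-fold lower, and the median change was -0.14. This balance depends on the scaling. Without scaling, 374 were higher and 1463 lower with a median of -0.41. On the sum of the authors' IP and Sup values, 281 were higher and 2870 lower with a median of -0.63. The lists were therefore set against random lists under the same scaling.

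**Figure D1:**
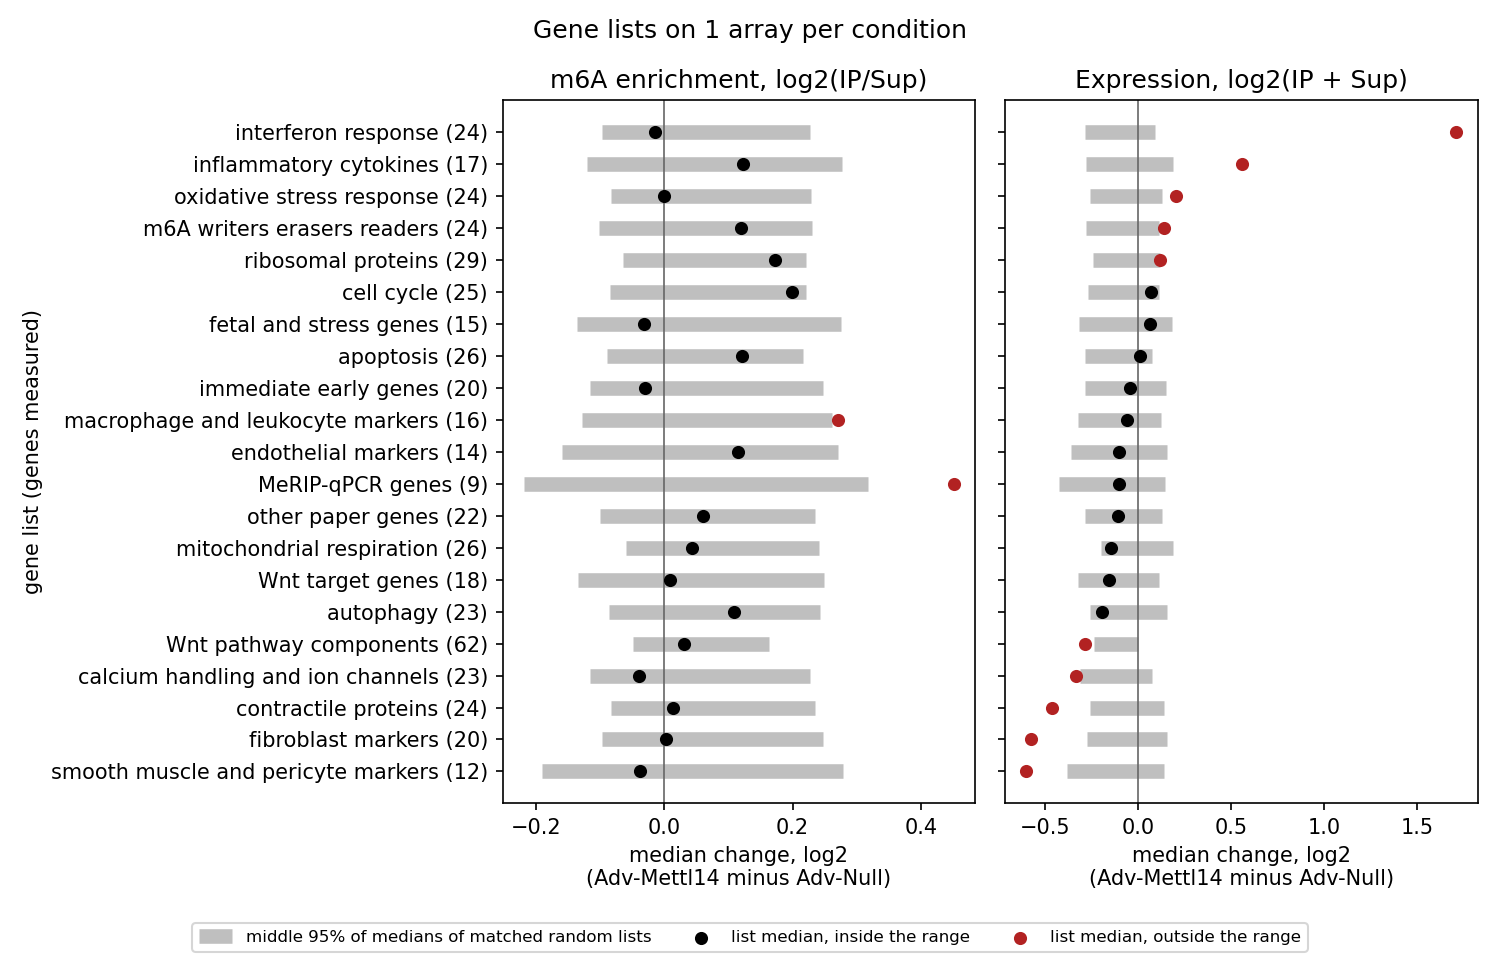
Median change of each gene list between Adv-Mettl14 and Adv-Null on the log2 scale, on the left for m6A enrichment and on the right for expression, with 1 array per condition. Points are list medians, grey bars span the middle 95% of the medians of 10000 random lists matched on level, and red points lie outside their bar. The interferon response lies farthest from its bar in expression, at 1.71, and at -0.01 in m6A enrichment.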

Existing studies have shown that the activation of the Wnt/β-catenin signaling pathway reduces myocardial I/R injury (Li et al., 2019; Yang et al., 2019). We hypothesized that Mettl14-mediated cardioprotection against I/R injury might be ascribed to Wnt/β-catenin signaling activation by regulating Wnt1 expression. In accordance with the previous studies (Jiang et al., 2020), we found that Wnt/β-catenin signaling was suppressed in response to I/R as reflected by the decreased expression level of Wnt1, β-catenin, and Dvl1 and increased the p-β-catenin protein level, which was markedly reversed by Mettl14 overexpression (Figures 6A–D). This was further verified by the results that the overexpression of Mettl14 abrogated the reduction in mRNA levels of Wnt target genes Axin2, Ccnd1, and Ccnd2 (Figures 6E–G). In sharp contrast, Mettl14^+/−^ hearts showed much lower levels of Wnt1 and β-catenin proteins and a higher level of p-β-catenin than the mice in the WT-I/R group (Figures 6H–J). The data suggest that Mettl14 regulates the activation of canonical Wnt/β-catenin signaling *in vivo*.

**FIGURE 6:**
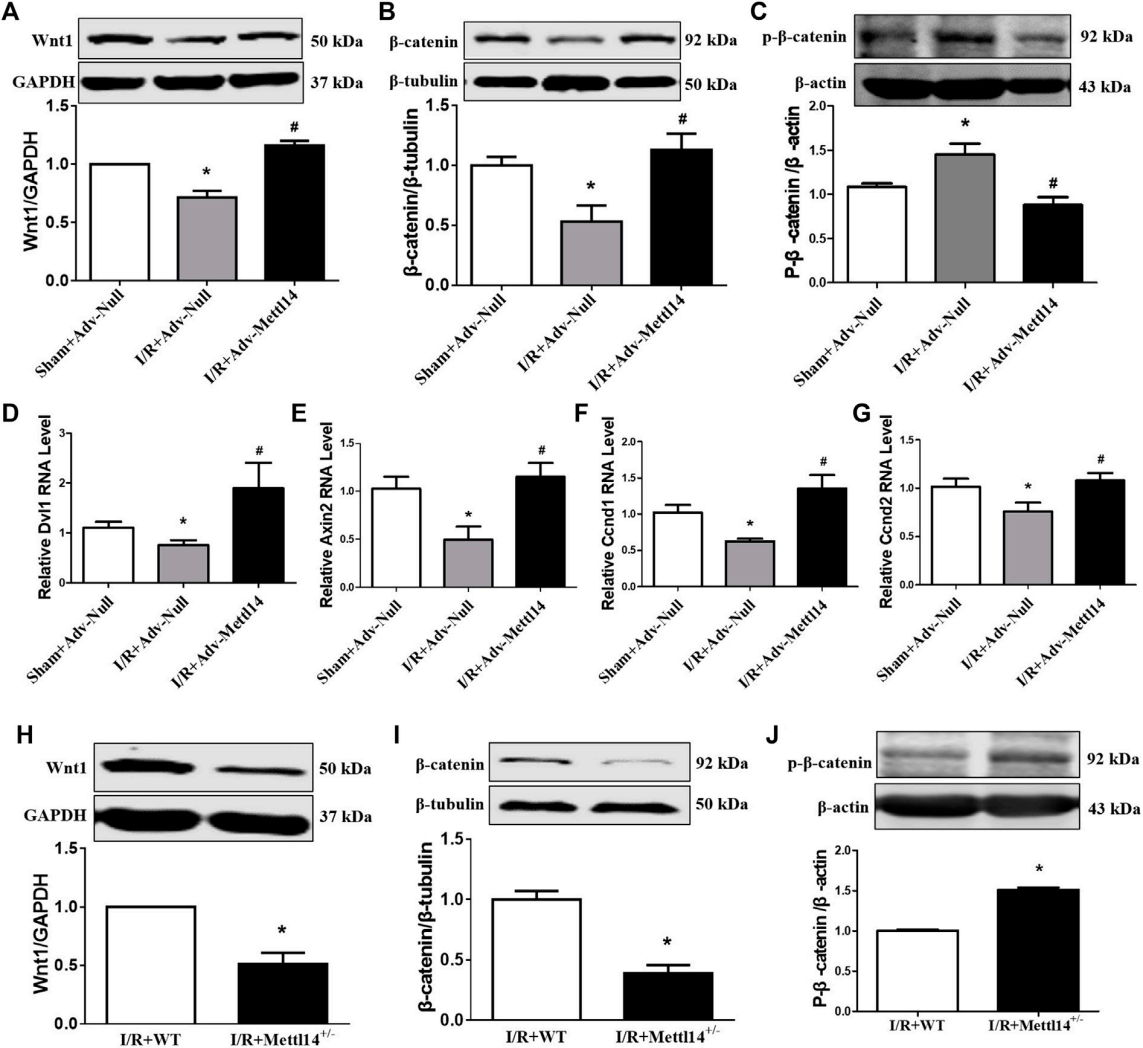
Mettl14 regulates I/R injury by activating the Wnt/β-catenin pathway. **(A**–**C)** Mouse hearts were infected by adenovirus. The infected mice were treated to I/R or sham operation. **(A)** The Wnt1 expression was analyzed by Western blotting. Sham+Adv-Null *n* = 4, I/R+Adv-Null *n* = 4, I/R+Adv-Mettl14 *n* = 3. *p < 0.05 versus sham+Adv-Null. ^#^ *p* < 0.05 versus I/R+Adv-Null. **(B)** The β-catenin expression was analyzed by Western blotting. *n* = 5 mice per group. *p < 0.05 versus sham+Adv-Null. ^#^ *p* < 0.05 versus I/R+Adv-Null. **(C)** The p-β-catenin expression was analyzed by Western blotting. *n* = 4 mice per group. *p < 0.05 versus sham+Adv-Null. ^#^ *p* < 0.05 versus I/R+Adv-Null. **(D)** The Dvl1 mRNA level was analyzed by qRT-PCR. Sham+Adv-Null *n* = 4, I/R+Adv-Null *n* = 3, I/R+Adv-Mettl14 *n* = 3. *p < 0.05 versus sham+Adv-Null. ^#^ *p* < 0.05 versus I/R+Adv-Null. **(E)** The Axin2 mRNA level was analyzed by qRT-PCR. Sham+Adv-Null *n* = 5, I/R+Adv-Null *n* = 5, I/R+Adv-Mettl14 *n* = 3. *p < 0.05 versus Sham+Adv-Null. ^#^ *p* < 0.05 versus I/R+Adv-Null. **(F)** The Ccnd1 mRNA level was analyzed by qRT-PCR. Sham+Adv-Null *n* = 5, I/R+Adv-Null *n* = 4, I/R+Adv-Mettl14 *n* = 3. *p < 0.05 versus sham+Adv-Null. ^#^ *p* < 0.05 versus I/R+Adv-Null. **(G)** The Ccnd2 mRNA level was analyzed by qRT-PCR. Sham+Adv-Null *n* = 5, I/R+Adv-Null *n* = 4, I/R+Adv-Mettl14 *n* = 3. *p < 0.05 versus sham+Adv-Null. ^#^ *p* < 0.05 versus I/R+Adv-Null. **(H**–**J)** The Mettl14 knockdown mice were subjected to sham or I/R operation. **(H)** The Wnt1 expression was analyzed by Western blotting. *p < 0.05 versus IR+WT. *n* = 5 mice per group. *p < 0.05 versus I/R+WT. **(I)** The β-catenin expression was analyzed by Western blotting. *n* = 5 mice per group. *p < 0.05 versus IR+WT. **(J)** The p-β-catenin expression was analyzed by Western blotting. *n* = 3 mice per group. *p < 0.05 versus IR+WT. Data are represented as mean ± SEM.

### Knockdown of Wnt1 abolished Mettl14-mediated protection against neonatal CM injury upon H_2_O_2_

We reasoned that Wnt1 might mediate the cardioprotective effects of Mettl14 in neonatal CMs. To test this notion, we sought to silence Wnt1 expression by siRNA in Mettl14-overexpressing neonatal CMs in the context of oxidative stress. Our results showed that the sequence 2 of siRNA-Wnt1 exerted most reduction of Wnt1 in mRNA and protein levels in neonatal CMs (Figures 7A,B). The overexpression of Mettl14 increased the β-catenin level in H_2_O_2_-treated cells compared to that of NC-treated cells, and this effect was significantly counteracted by knockdown of Wnt1 (Figure 7C). The increased cell viability and decline in LDH release caused by Mettl14 in the presence of H_2_O_2_ were attenuated following Wnt1 silencing (Figure 7D). Moreover, knockdown of Wnt1 showed enhanced expression of cleaved caspase-3 in H_2_O_2_-treated cells after the overexpression of Mettl14 (Figure 7E). These data indicate that Mettl14 alleviates cardiomyocyte injury upon oxidative stress *via* activating the Wnt/β-catenin signaling pathway.

**FIGURE 7:**
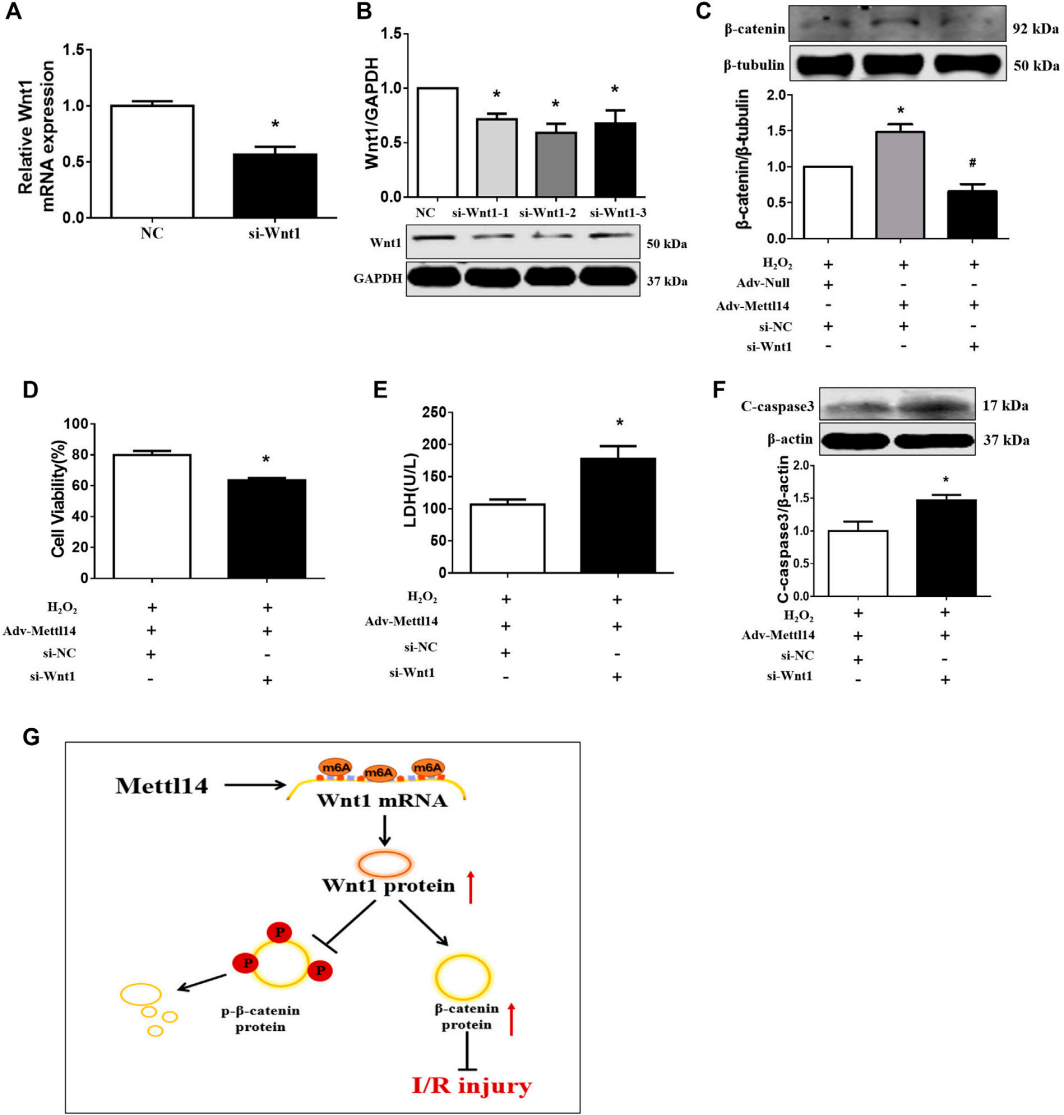
Knockdown of Wnt1 abolished Mettl14-mediated cardioprotection *in vitro*. **(A**,**B)** Cardiomyocytes were infected by si-RNA. The expression of Wnt1 was analyzed by **(A)** qRT-PCR and **(B)** Western blotting. *n* = 3 from three independent cultures. *p < 0.05 versus NC. **(C)** Cardiomyocytes were co-transfected with the Mettl14 vector or empty vector and si-Wnt1. The β-catenin protein level was analyzed by Western blotting. *n* = 3 from three independent cultures. *p < 0.05 versus H_2_O_2_+Adv-Null. ^#^ *p* < 0.05 versus H_2_O_2_+Adv-Mettl14. **(D)** Cell viability was detected with CCK8. *n* = 6 from three independent cultures. *p < 0.05 versus H_2_O_2_+Adv-Mettl14. **(E)** The culture medium level of LDH. *n* = 8 from three independent cultures. *p < 0.05 versus H_2_O_2_+Adv-Mettl14. **(F)** The cleaved caspase-3 protein level was analyzed by Western blotting. *n* = 5 from three independent cultures. *p < 0.05 versus H_2_O_2_+Adv-Mettl14. Data are represented as mean ± SEM. **(G)** Schematic showing the proposed mechanism for the effects of Mettl14 on cardiac ischemia–reperfusion injury. During cardiac ischemia–reperfusion injury, Mettl14 expression is increased, which improves Wnt1 mRNA m6A modification. Therefore, Wnt1 expression is upregulated, and the Wnt/β-catenin pathway is activated. The β-catenin phosphorylation is inhibited, and β-catenin is accumulated. To sum up, it has a protective effect on the heart damaged by ischemia–reperfusion.

## Discussion

Here, we revealed the elevation of m6A levels in parallel with an increase in Mettl14 protein in I/R mice and cardiomyocytes in response to oxidative stress. We found that Mettl14 protected against cardiac I/R injury as indicated by the reduction in apoptosis, cardiac infarct size, and improvement in cardiac dysfunction. Conversely, knockdown of Mettl14 worsened cardiac I/R injury *in vivo* and *in vitro*. Further study showed that Mettl14 was able to lead to an elevation in the Wnt1 protein level by increasing m6A modification of its transcript. These findings suggest that Mettl14 attenuates cardiac I/R injury by activating the Wnt/β-catenin signaling pathway in an m6A-dependent manner (Figure 7G).

m6A modification in RNA has been linked to pathophysiological processes of many diseases due to its specific biological functions. In recent years, many studies have revealed the critical roles of m6A methylation in cardiovascular diseases, which were exemplified by abnormal levels of m6A modification as a result of methyltransferases (writer, Mettl3, and Mettl14) and demethylases (eraser, ALKBH5, and FTO) (Qin et al., 2020). These studies consistently showed that m6A levels were increased in heart failure, fibrosis, and hypertrophy, and cardiomyocyte injury (Dorn et al., 2019; Li et al., 2021; Song et al., 2019). Two different groups have demonstrated that FTO was downregulated in mice failing hearts due to MI, and the overexpression of FTO exerted striking cardioprotection against heart failure by demethylating specific m6A methylated targets (Mathiyalagan et al., 2019; Berulava et al., 2020). Dorn *et al.* (Dorn et al., 2019) demonstrated an increased level of m6A in hypertrophic cardiomyocytes upon pressure overload. Silencing of Mettl3 decreased the m6A methylation of Parp10 mRNA transcripts, thereby upregulating Parp10 protein expression, which in turn led to improvement in cardiomyocyte hypertrophy. In hypoxia/reoxygenation (H/R)-treated cardiomyocytes, m6A levels were increased due to an increase in Mettl3 and a decrease in ALKBH5. The overexpression of ALKBH5 or inhibition of Mettl3 ameliorated H/R-induced cardiomyocytes injury by decreasing m6A modification of TFEB mRNA but increasing the TFEB protein level, a regulator of autophagy (Song et al., 2019). In accordance with these studies, our data also demonstrated that m6A levels were increased in I/R mice and H_2_O_2_-treated neonatal CMs, and this increase was due to the upregulation of Mettl14. This evidence prompted us to determine if Mettl14-mediated m6A modification is implicated in the pathogenesis of I/R injury. Interestingly, in contrast to the evidence that elevation in m6A levels contributes to cardiac injury in many cardiac diseases, our results demonstrated that Mettl14 protected against cardiac I/R injury by employing gain- and loss-of-functional assay. The mechanistic study further indicated that Mettl14 could explain these cardioprotective effects increased m6A modification of Wnt1 mRNA, thereby causing an upregulation of Wnt1 protein and subsequent activation of the Wnt/β-catenin signaling pathway. This implied that m6A-catalyzed enzymes (writers and erasers) affected cardiac pathologies by modifying their specific methylated targets.

The m6A methylated transcripts must be recognized by reader proteins, exerting different biological functions including RNA splicing, stability, and translation. These reader proteins are members of the YT521-B homology (YTH) domain family, consisting of YTH domain family protein 1 (YTHDF1), YTHDF2, and others. As the first m6A readers reported, YTHDF2 recruits CCR4-NOT deadenylase complex after recognizing m6A modified transcripts and eventually transport these RNAs to the processing body to promote RNA degradation (Du et al., 2016). Unlike YTHDF2, YTHDF1 can bind to m6A sites at the region of stop codons and the translation initiation factors and eventually enhance the translation of target transcripts (Wang et al., 2015), which will not result in alteration of RNA stability. Additionally, insulin-like growth factor 2 mRNA–binding proteins (IGF2BPs, including IGF2BP1/2/3) were also identified as m6A reader proteins, promoting mRNA stability and translation in an m6A-dependent manner after binding to m6A sites (Huang et al., 2018). Our results indicated that Wnt1 is a key target for Mettl14-mediated m6A modifications. We found that the overexpression of Mettl14 in cardiomyocytes increased the m6A modification level of Wnt1, and knockdown of Mettl14 reduced the level of Wnt1 m6A modification in cardiomyocytes upon oxidative stress. Notably, Mettl14 failed to alter the expression level of Wnt1 but significantly increased Wnt1 protein levels. A recent study showed YTHDF1 was an amplifier of the Wnt/β-catenin signal at the translation level by promoting the translation of Wnt signal effectors, including TCF7L2/TCF4 (B. Han et al., 2020). According to our results, we speculated that Mettl14 promoted protein translation by increasing Wnt1 m6A modification, which might be mediated by YTHDF1. The underlying mechanism requires additional study to explore.

The activation of the canonical Wnt signaling pathway is indicated by β-catenin stability and nuclear translocation, which interacts with TCF/LEF transcription factors, thereby promoting gene transcription (MacDonald et al., 2009). It was reported that Wnt/β-catenin was activated in fibroblasts, endothelial cells, and progenitor cells within the heart in MI and TAC models (Oerlemans et al., 2010; Akhmetshina et al., 2012; Duan et al., 2012). Wnt signaling exerted different regulatory roles in a different context of pathological processes. The activation of Wnt/β-catenin upon cardiac ischemia enhanced cardiac repair by promoting cardiac fibroblasts to proliferate (Duan et al., 2012). However, the induction of Wnt/β-catenin signaling in cardiac resident fibroblast has been demonstrated to cause cardiac fibrosis in TAC-induced pressure overload. In sharp contrast, activating the Wnt/β-catenin pathway can reduce damage in multiple organs after I/R (Lehwald et al., 2011; Zhu et al., 2018; Yang et al., 2019). Wnt1 caused β-catenin stabilization that functions as a co-activator of HIF-1α signaling, which eventually enhanced hepatocyte survival and protected against hepatic I/R injury (Yang et al., 2019). miR-214 could ameliorate kidney injury by inhibiting apoptosis by activating Wnt/β-catenin signaling (Zhu et al., 2018). Wnt/β-catenin signaling has been reported to be inactive, as indicative of a reduction in Wnt1 and β-catenin protein levels in mouse heart post-I/R (Yang et al., 2019). Silencing miR-148b can increase the survival rate of cardiomyocytes and inhibit cardiomyocyte apoptosis by activating the Wnt/β-catenin signaling pathway, thereby reducing myocardial I/R damage (Yang et al., 2019). In line with this finding, we showed that Wnt/β-catenin signaling was repressed in cardiomyocytes in I/R-treated hearts and by oxidative stress stimuli, and this was reactivated by the overexpression of Mettl14 by inducing Wnt1 protein expression in I/R-treated mice, while Mettl14 knockout exhibited diminishment of Wnt/β-catenin signaling. This supported our conclusion that Mettl14-mediated cardioprotective effects against I/R injury were at least partially due to the activation of Wnt/β-catenin and subsequent apoptosis inhibition.

In conclusion, our study characterizes a novel link between Mettl14-mediated m6A modification and Wnt/β-catenin signaling in the process of I/R-injury. We found that Mettl14 activates the Wnt/β-catenin signaling pathway by upregulating Wnt1 protein expression by methylating Wnt1 mRNA in an m6A-dependent manner, thereby reducing cardiomyocyte injury and cardiac dysfunction upon I/R. Therefore, Mettl14 might serve as a promising therapeutic target for ischemic heart disease.

## Data Availability

'The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GEO Curator. with accession GSE186358. (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE186358).

# Supplementary material for: Mettl14 Attenuates Cardiac Ischemia/Reperfusion Injury by Regulating Wnt1/β-Catenin Signaling Pathway
**Source:** Front Cell Dev Biol. 2021 Dec 16;9:762853. doi: 10.3389/fcell.2021.762853
**Supplement:** Supplementary file 1

**Supplementary Figures**

**Supplementary Figure 1**

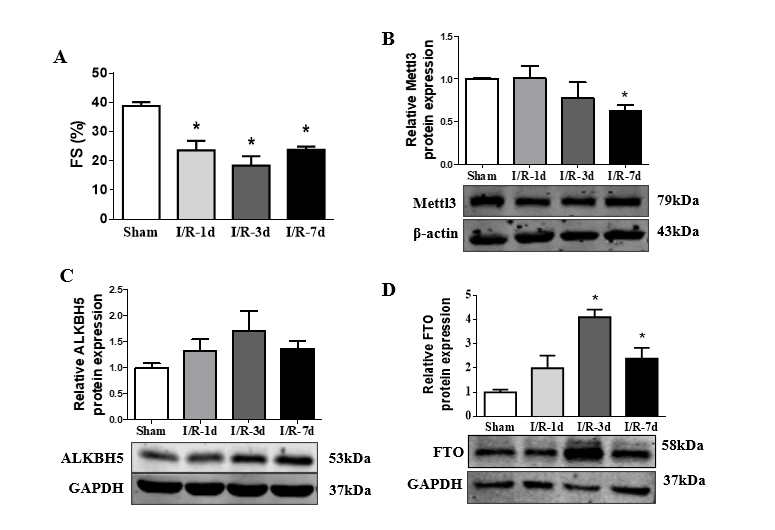

**Supplementary Figure 1. Expression of m6A modification related enzymes at different time points of ischemia and reperfusion(I/R).**

1. Echocardiographic assessment of fractional shortening (FS) in C57BL/6 mice for 1 day, 3 days and 7 days after ischemia and reperfusion or sham operated. Sham n=8, I/R-1d n=6, I/R-3d n=7, I/R-7 n=6. *P＜0.05 versus Sham. P values were determined by unpaired t test. Data are represented as mean ± SEM.
2. Protein level of Mettl3 in I/R-1day, I/R-3day and I/R-7day mice were analyzed by western blotting. Sham n=5, I/R-1d n=5, I/R-3d n=3, I/R-7 n=3. *P＜0.05 versus Sham. P values were determined by unpaired t test. Data are represented as mean ± SEM.
3. Protein level of ALKBH5 in I/R-1day, I/R-3day and I/R-7day mice were analyzed by western blotting. Sham n=5, I/R-1d n=4, I/R-3d n=3, I/R-7 n=4. *P＞0.05 versus Sham. P values were determined by unpaired t test. Data are represented as mean ± SEM.
4. Protein level of FTO in I/R-1day, I/R-3day and I/R-7day mice were analyzed by western blotting. Sham n=4, I/R-1d n=4, I/R-3d n=4, I/R-7 n=5. *P＜0.05 versus Sham. P values were determined by unpaired t test. Data are represented as mean ± SEM.

**Supplementary Figure 2.**

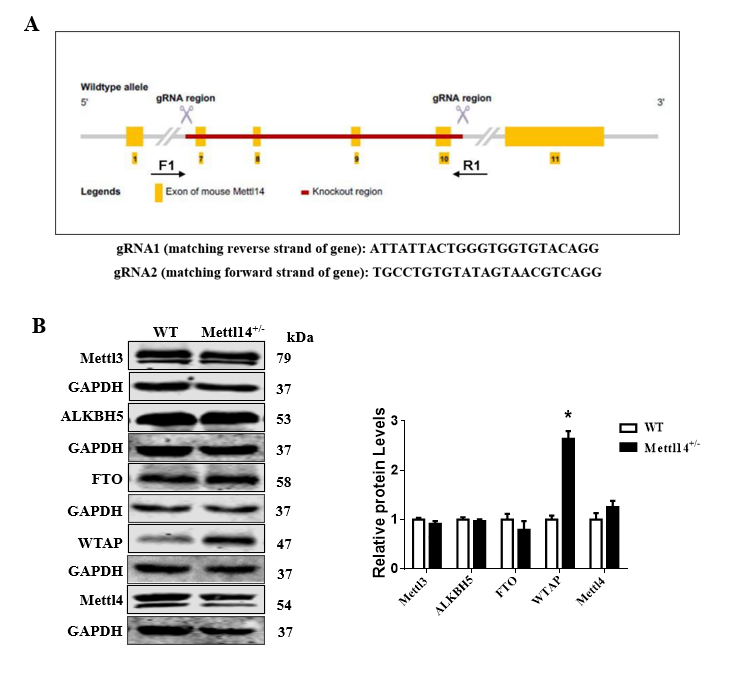

**Supplementary Figure 2. Mettl14 does not affect the expression of m6A-catalyzing complex, except WTAP.**

1. The genotyping strategy of Mettl14+/- mice. Mettl14 heterozygous mice (Mettl14+/-, 8-10 weeks) were generated on the C57/BL6 background by using CRISPR/Cas9-based targeting and homology-directed repair, 7-10 exon was affected. The targeted region of the Mettle14 gene were: gRNA1 (matching the forward strand of gene): ATTATTACTGGGTGGTGTACAGG; gRNA2 (matching the reverse strand of gene): TGCCTGTGTATAGTAACGTCAGG. Mettl14 is not a truncated protein in Mettl14+/- mice.
2. Protein level of Mettl3, ALKBH5, FTO, WTAP, Mettl4 in wild type mice or Mettl14^+/-^ mice were analyzed by western blotting. n=3 mice per group. *P＜0.05 versus WT. P values were determined by unpaired t test. Data are represented as mean ± SEM.

**Supplementary Figure 3.**

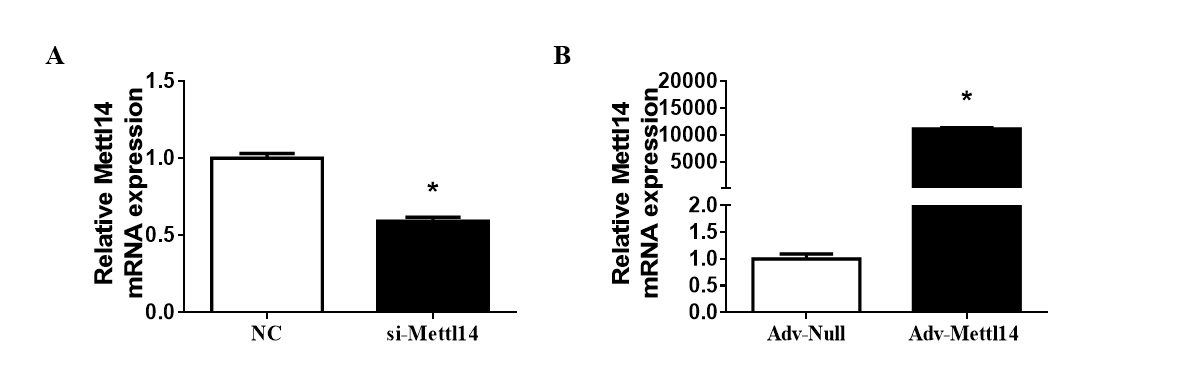

**Supplementary Figure 3. Verification of transfection efficiency: Mettl14 was knocked down by si-RNA (A) and overexpressed by Adv-Mettl14 (B).**

1. Cardiomyocytes were transfected by si-Mettl14. Mettl14 mRNA level in cardiomyocytes was analyzed by qRT-PCR. n=3 mice per group. *P＜0.05 versus NC. P values were determined by unpaired t test. Data are represented as mean ± SEM.
2. Cardiomyocytes was infected with Mettl14 expression vector or empty vector. Mettl14 mRNA level in cardiomyocytes was analyzed by qRT-PCR. n=3 mice per group. *P＜0.05 versus Adv-Null. P values were determined by unpaired t test. Data are represented as mean ± SEM.

How the deposited data were processed for this re-analysis (not part of the article)

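m6A in RNA of neonatal mouse cardiomyocytes was measured on 2 two-colour arrays, 1 for Adv-Null and 1 for Adv-Mettl14, each with the IP fraction in Cy5 and the Sup fraction in Cy3. The IP and Sup samples of an array share 1 scanner file, and each was read from its own channel. As deposited by the authors, the scanner files hold intensities that, per the file headers, Agilent Feature Extraction 11.0.1.1 subtracted for background and normalized between the dyes of the array, on a linear scale, with raw median intensities and spot flags. A table of the whole series holds log2 values, which differ from the log2 of the processed intensities by 1 constant per channel. A table of the authors' comparison holds ratios of expression and of the IP value for protein-coding transcripts, of which some were chosen by the authors at 2-fold in both. How the channels were scaled and which probes were kept is not given in the sources used here, and neither is the genome build of the probes, so no coordinates are given.

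Control spots and spots flagged as outliers were left out, and spots of a probe were averaged on the log2 scale. The authors' rows were matched to probes with a tolerance of 1e-06 in the log2 IP values of both arrays. All 39076 rows matched, the worst match differed by 7.0e-10, and the nearest other probe lay 1.0e-05 away. The other 8537 probes that passed the filter have no gene name here and entered only the centring, the scaling and the counts over all probes. Of the 17226 genes, 9200 had several probes. The m6A level of the thresholds was computed as IP/(IP + Sup) from the authors' values. This is an assumption, since the paper does not say how the level was defined. It calls the counted items peaks in the results and genes in a legend, and probes were counted.

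Lists of genes for 21 pathways and cell types, the samples' mapping, the comparisons and the alternatives were fixed before the data were examined. For each list, the median change over its measured members was set against 10000 random lists of the same size drawn from the same 10 bins of mean log2 signal, and a list was taken to stand apart below percentile 2.5 or above percentile 97.5. Members over 0.5 higher or lower on the log2 scale were counted. The limit of 1 on the log2 scale for counts of genes, the use of the probes of protein-coding transcripts for the counts at the paper's thresholds and the counts over all probes were chosen after the data were seen. Genes were named by a rule fixed before the data were examined. It takes every gene the paper names, the 10 largest changes of m6A enrichment and the 5 largest of expression in each direction among genes whose probes were all well above background in every channel and moved the same way in the authors' values, and the 2 highest and 2 lowest members of each list. The text names the first 5 of each direction. Where another gene is named, it was chosen after its values were seen.

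Alternatives replaced the signal by normexp with an offset of 50, by loess on these signals, by raw medians without background subtraction or by the authors' values. For expression, the authors' values are the sum of their IP and Sup values and not the expression ratios that they deposited. The scanner files hold no mean signal, so normexp was run on median signals. Others left out the centring, changed the filter on background, used the brightest probe of a gene, changed the scaling of expression, used a single channel, or changed the ratio threshold and the counted unit. Simulated arrays were run for m6A enrichment only, with noise near that of repeat spots and the same change for all probes of a gene. With 200 of 17226 genes changed by 1 on the log2 scale, all changed genes came out past the limit of 0.5. A planted list lay at percentile 100, and 3% of 100 unchanged lists stood apart. In the data, probes of a gene differed by more (pooled SD 0.44), and variation between cultures was not simulated, so this checked the calculations only. The calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and R 4.3.3 with limma 3.58.1 for normexp and loess.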

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

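Genes outside those the paper discusses stood apart on the arrays. The tests of scaling, leukocytes and other differences between the cultures were chosen after the results were seen, and the test of the channels before.

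The interferon response list had a median expression change of 1.71. A difference in scaling between the arrays is argued against by the lowest median over 5 scalings, 1.26. An effect of the dye or of the immunoprecipitation in 1 channel is argued against by the lower of the medians in the single channels, 1.63. A larger share of leukocytes in the Adv-Mettl14 culture is argued against by the median expression change of their markers, -0.059, and their brightest genes Lyz2 and Lyz1 were at 0.20 and 0.21. These values do not speak on the state of leukocytes present in both cultures, which was not tested. With 1 culture per condition, Mettl14 and another difference between the cultures, such as the amount of adenovirus, cannot be told apart, and both stay open.

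The inflammatory genes had a median expression change of 0.56. The oxidative stress response list had one of 0.20 (percentile 99.6), with Hmox1 2.88-fold and Sesn2 2.45-fold higher and Cat 0.506-fold, and it did not stand apart after quantile normalization. The ribosomal protein list had one of 0.12, at the edge of its random lists, and of the alternatives it stood apart only with median scaling and without scaling. Both of these shift whole arrays and could not change its percentile. The markers of macrophages and leukocytes had a median change in m6A enrichment of 0.27 (percentile 98.1). Among them, C1qb was at 0.80, C1qa at 0.68 and Cd68 at -0.48. With normexp their median fell to 0.056 and no longer stood apart. The limits were not adjusted for the 21 lists, so the ribosomal and leukocyte lists, which lie near them, can stand apart by chance.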

How the results depend on the processing

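With 1 array per condition no replicate could be left out, and spots near background limit both measures. The direction and the side of the random range held under all alternatives run for the expression of the interferon, inflammatory, contractile, fibroblast and smooth muscle lists and for the m6A enrichment of the genes of Fig. 5C,D. Some alternatives only shift whole arrays and cannot change a list's percentile. These are no centring and the authors' values in m6A enrichment, and median scaling and no scaling in expression. They could test the direction only. The Wnt1 change in m6A enrichment ranged from 0.41 to 1.14. Where a value moved, the cause was not tested. The counts over all probes of the value table were added after the data were seen, and stayed within 1.5 times.

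Genes over 2-fold higher and lower in m6A enrichment were 52 and 126 with normexp, 112 and 117 without background subtraction, 73 and 60 with loess and 785 and 90 on the authors' values, where the median over genes was 0.34. With the brightest probe of a gene 500 were higher, and without a filter 394 were lower. In expression, 374 were higher and 1463 lower without scaling (median -0.41), and 324 and 243 with normexp (median 0.10). On the sum of the authors' IP and Sup values they were 281 and 2870 (median -0.63), and 946 were higher with the brightest probe.

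At the paper's thresholds, 19434 probes were over 1, 19637 under 1, 804 over 1.45 and 537 past all thresholds on the scanner's signals. Once these were centred, 18407 were under 1, 887 over 1.45 and 592 past all. The centred authors' values gave 18407, 890 and 593. Normexp signals gave 4983 over 1, 34088 under 1, 12 over 1.45 and 9 past all. Ratios of the IP value gave 8009 over 1 and 31067 under 1. Genes in place of probes gave 14132, 3668, 1236 and 708. A ratio threshold of 1.3 gave 7998 and 4379 past all, and a threshold of 2 gave 209 and 66.

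In all, 2 of 21 lists stood apart in m6A enrichment, against 4 without background subtraction and 6 with loess. The limits hold the middle 95% of random lists and were not adjusted for the number of lists. Some lists can therefore stand apart by chance. The 2 were the genes the paper measured by MeRIP-qPCR, which may have been picked from the arrays, and the leukocyte markers. The leukocyte list did not stand apart with normexp (0.056). In expression, the m6A machinery did not with all channels above background (0.095) or the brightest probe (0.17), and neither did the calcium handling genes (-0.28 and -0.21). The Wnt components did not in the Sup channel (-0.20) or on the authors' values (-0.72), nor the oxidative stress genes after quantile normalization (0.015). The ribosomal genes did not after quantile normalization (-0.053), in the Sup (0.054) or IP (0.14) channel, with normexp (0.11), on the authors' values (-0.43), with all channels above background (0.092), without a filter (0.16) or with the brightest probe (0.13).

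Lists that did not stand apart stayed so in 264 values under the alternatives and stood apart in 17. In m6A enrichment, the Wnt components did on the lower side with normexp (-0.095), without background subtraction (-0.092) and with loess (-0.060), the contractile proteins with normexp (-0.24), the calcium handling genes with loess (-0.087), the fetal and stress genes with loess (-0.14) and the brightest probe (-0.13), and the smooth muscle and pericyte markers without background subtraction (-0.21) and with loess (-0.16). In expression, the apoptosis genes did on the higher side in the Sup channel (0.12) and with the brightest probe (0.21), the cell cycle genes in the Sup channel (0.11) and without a filter (0.20) and the genes of Fig. 5C,D in the IP channel (0.24). The autophagy genes did on the lower side in the Sup channel (-0.29), and the genes of mitochondrial respiration after quantile normalization (-0.31) and on the authors' values (-0.72).

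Single genes were followed under the alternatives only where the naming rule took them, which were 178 genes. Among those over 0.5 higher or lower on the log2 scale, some changed direction. In m6A enrichment with normexp these were Cycs (-0.0070), Jph2 (0.028), Mx1 (1.14), Myom2 (-0.21) and Ndufs1 (-0.022). Mx1 also did without background subtraction (1.37) and with loess (0.94), and Bcl9l with its brightest probe (0.25). In expression with normexp these were Ctnnb1 (0.022), Dvl1 (0.029), Rgs5 (0.017) and Ryr2 (0.052). With the brightest probe they were Ctnnb1 (0.010), Hif1a (0.034) and Ndufs1 (0.87). In the Sup channel they were Efcab10 (-0.32), Parp14 (-0.059) and Sbspon (-0.52), and in the IP channel Zfpm1 (-0.047). Smaller changes also crossed 0, such as that of Wnt1 expression with normexp (0.073) and in the IP channel (0.33), and the others are not listed. Of the other values of the 178 genes under the alternatives, 3049 moved by less than the SD between probes and 308 by more.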

Differences from the paper's values

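The paper reports 37185 peaks, of which it gives 19848 as upregulated and 17337 as downregulated, and 611 as screened. The legend of Fig. 5B gives the 37185 as genes and the results as peaks, and neither says how a level or its scale was defined. The arrays hold 17800 named genes, fewer than that total, so probes of protein-coding transcripts in the authors' values were counted. Their total of 39076 lay within 1.5 times the paper's.

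Probes with the higher level in Adv-Mettl14 were 30045, against the paper's 19848. Of the alternatives set before the data were examined, the scanner's signals without centring (19434) or centred (20664), the authors' values once centred (20669), genes in place of probes (14132) and probes well above background in all channels (26353) fell within 1.5 times the paper's value. Normexp signals (4983) and ratios of the IP value (8009) did not.

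Probes with the lower level were 9031, against the paper's 17337. The scanner's signals without centring (19637) or centred (18407) and the centred authors' values (18407) fell within 1.5 times. Normexp signals (34088), ratios of the IP value (31067), genes (3668) and probes above background in all channels (6324) did not.

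Probes with a level ratio over 1.45 were 3452, against the paper's about 1100 in Fig. 5B, read by eye. The scanner's signals without centring (804) or centred (887), the centred authors' values (890) and genes in place of probes (1236) fell within 1.5 times. Normexp signals (12), ratio thresholds of 1.3 (7998) and 2 (209), ratios of the IP value (2717) and probes above background in all channels (2916) did not.

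Probes past all thresholds of Fig. 5B were 1818, against the paper's 611. The scanner's signals without centring (537) or centred (592), the centred authors' values (593) and genes in place of probes (708) fell within 1.5 times. Normexp signals (9), ratio thresholds of 1.3 (4379) and 2 (66), ratios of the IP value (2253) and probes above background in all channels (1426) did not. No setting gave exactly the paper's counts.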

Other observations

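The tests of the patterns below were chosen after the results were seen. Several gene groups have not been described above. Of 15 fetal and stress genes of cardiomyocytes, 4 were over 0.5 higher in expression on the log2 scale, with Trib3 4.56-fold and Hspa1b 3.77-fold higher, and 4 were over 0.5 lower, with Nppb 0.442-fold and Acta1 0.431-fold; the list did not stand apart (percentile 86.0). Among the m6A writers, erasers and readers, 6, Mettl14 included, were higher and none lower in expression (median 0.14, percentile 98.8), with Rbm15, which recruits the writer complex to RNA, 3.22-fold higher, and Mettl3, the partner of Mettl14, at 0.742-fold. Of 26 genes of mitochondrial respiration, 8 were lower and none higher (median -0.15, percentile 6.77), with Vdac1 at -1.65 and Sdha at -1.08. Of 25 genes of the cell cycle, 6 were higher, with Ccne2 at 1.42 and Mcm6 at 0.90, and 5 lower, with Ccnb1 at -0.98 and Cdkn2b at -0.79 (median 0.07, percentile 94.2). The apoptosis list (median 0.01) held Pmaip1 at 1.44 and Mcl1 at 1.07, the autophagy list (median -0.19) Atg12 at 0.84, and the immediate early genes (median -0.04) Ier2 at 0.84. The genes of Fig. 5C,D had a median of -0.10 in expression and the other genes of the paper -0.11. Among genes well above background in every channel, the largest differences in expression upward were Nkx2-4 (34.0-fold), Cxcl10, Ccl5, Hoxd13 (18.5-fold) and Ifi44, and downward Pirt (0.0702-fold), Olfml1 (0.115-fold), Itgb1bp2 (0.117-fold), Angptl7 (0.118-fold) and Upk1b (0.126-fold). In Adv-Mettl14, 36 genes were well above background in both channels that were dim in both in Adv-Null, and 206 the other way round. The Adv-Mettl14 array was the dimmer one, and with a lower bound of at least 2-fold the counts were 24 and 20. The first include Ifnb1, the interferon beta gene, at least 39.8-fold higher, and Cxcl9, at least 5.56-fold higher, both chosen after their values were seen.

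In m6A enrichment, the other lists did not stand apart on the scanner's centred signals, though some did under alternatives. Their medians were 0.20 for the cell cycle, 0.17 for ribosomal proteins, 0.12 for inflammatory genes, apoptosis and endothelial markers, 0.11 for autophagy, 0.06 for the other genes of the paper, 0.04 for mitochondrial respiration and 0.01 for contractile proteins. They were 0.00012 for oxidative stress, 0.0033 for fibroblast markers, -0.03 for fetal and stress genes and immediate early genes, and -0.04 for calcium handling and for smooth muscle cells and pericytes. Among single members, Nos3 was at 1.00, Fos at 0.95, Tlr4 at -1.48 and Junb at -1.15. Across the 17226 genes, which are not independent replicates, the changes in m6A enrichment and in expression had a Pearson r of 0.015. In either direction, 141 genes changed over 2-fold in both measures, so this r does not show that large changes fell on different genes. The authors' deposited table lists 1146 transcripts at 2-fold or more higher in both the IP value and expression and 1667 at 2-fold or more lower in both, and none that moved 2-fold in opposite directions.

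The paper's statements on Wnt1 mRNA (Fig. 5E) and on Wnt signaling in I/R hearts (Fig. 6) rest on other samples. In Fig. 6, Wnt1 and β-catenin were measured as protein, and Dvl1, Axin2, Ccnd1 and Ccnd2 as mRNA, in sham and I/R hearts. The arrays read RNA of cultured cells, so they do not test those statements. On these arrays, Wnt1 was at 0.895-fold in expression and ranged from -0.70 to 0.33 on the log2 scale over the alternatives. The lowest value came from the sum of the authors' IP and Sup values, whereas the expression ratio that they deposited for Wnt1 was 0.918-fold. Ctnnb1, which encodes β-catenin, was at 0.660-fold, Dvl1 at 0.701-fold, Axin2 at 0.728-fold, Ccnd1 at 0.780-fold and Ccnd2 at 0.534-fold. Ctnnb1 and Dvl1 lost their direction with normexp and Ctnnb1 also with its brightest probe. A loss of direction was listed only for changes over 0.5 on the log2 scale. Axin2 (-0.46) and Ccnd1 (-0.36) were smaller, so whether they kept theirs is not given here.

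Over 32677 probes well above background in all channels, 80.6% had the higher m6A level in Adv-Mettl14 on the authors' values, 51.7% on the scanner's dye-normalized signals and 10.9% on background-subtracted signals with no scaling, so the excess goes with the constants that scale the channels. Whether the constants follow a higher m6A level of the RNA cannot be told apart from a technical scaling. The transcripts changed by -0.30 relative to the median of 40 probes named as spike-ins, and their own median change of 0.011 lay below the resampled spike-in medians (0.13 to 0.48), which would count against a higher level if these probes were a fixed reference. They did not change alike, with an SD of 0.45 between probes against 0.15 between repeat spots, and what they read in each fraction is not given in the sources used here. The condition that they change alike was set after these values were seen.

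Contractile, fibroblast and mural cell genes were lower together in Adv-Mettl14. Fewer cardiomyocytes with more fibroblasts would raise the fibroblast markers, whose median was -0.57. The endothelial markers (-0.10, percentile 54.4) and the leukocyte markers (-0.06, percentile 66.8) did not stand apart. The paper added 5-bromo-2-deoxyuridine against fibroblasts. Their random lists were matched on level and so share a trend with brightness. An effect of Mettl14 and another difference between the 2 cultures stay open, since each condition has 1 culture.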
